# Inflammatory mechanisms contribute to long-term cognitive deficits induced by perinatal asphyxia via interleukin-1

**DOI:** 10.1038/s41386-025-02227-8

**Published:** 2025-10-02

**Authors:** Hanga Kelemen, Gyula Y. Balla, Kornél Demeter, Eszter Sipos, András Buzás-Kaizler, László Biró, Manó Aliczki, Barbara Orsolits, Áron Kerényi, Zoltán Balogh, Benedek Pászthy-Szabó, Diána Pejtsik, Lajos Hegyi, Krisztián Szigeti, Domokos Máthé, Parasuraman Padmanabhan, Csaba Bödör, Andrea Fekete, Miklós Szabó, Kai Kaila, Ádám Dénes, Éva Mikics

**Keywords:** Neuroscience, Psychiatric disorders

## Abstract

Perinatal asphyxia remains a leading cause of neonatal mortality and a major contributor to permanent neurological deficits. Even mild cases can result in long-term neurodevelopmental, cognitive, behavioural and psychiatric disorders. However, the mechanisms underlying asphyxia-induced hypoxic-ischaemic brain injury remain poorly understood, limiting the development of targeted interventions during the critical early plastic period. To explore the behavioural and molecular outcomes of perinatal asphyxia that may model important aspects of neuropsychiatric disorders observed in humans, we utilised a translationally relevant, non-invasive oxygen deprivation model of asphyxia in postnatal day 7 rats. We conducted a comprehensive assessment of asphyxia-induced changes, integrating neurobehavioural profiling (evaluating cognitive, emotional, social and neuromotor functions), microglial morphology analysis, neuroimaging, stress hormone measurement and whole-transcriptome sequencing techniques to elucidate the acute and long-term functional consequences. Consistent with clinical observations, the extensive functional assessment revealed distinct sex-dependent effects, including increased anxiety and impulsivity, attention deficits and impaired inhibitory control, which were observed exclusively in males, with no apparent sensorimotor deficits. This phenotype resembling attention deficit hyperactivity disorder (ADHD) in adult rats was associated with a lasting increase in inhibitory bouton densities in the medial prefrontal cortex. The development of an acute inflammatory response after perinatal asphyxia marked by phenotypic transformation of microglia, paralleled brain perfusion and stress hormone changes. Notably, microglial changes were mitigated by the blockade of proinflammatory interleukin-1 signalling via systemic IL-1 receptor antagonist (IL-1RA) administration in a therapeutically relevant time window. Importantly, early blockade of proinflammatory responses was able to prevent cognitive deficits in adulthood and normalise inhibitory bouton densities. RNA sequencing analysis revealed asphyxia-induced dysregulation of molecular pathways targeting GABAergic signalling, potentially contributing to subsequent morphological and neuropsychiatric alterations. IL-1RA treatment appeared to engage distinct epigenetic regulatory mechanisms, rather than merely reversing these disruptions in the acute post-asphyxia period. Collectively, these findings demonstrate that perinatal asphyxia induces marked behavioural deficits in attention and inhibitory control, paralleled by lasting inhibitory and epigenetic dysregulation, preceded by acute induction of microglia-driven inflammatory processes in the medial prefrontal cortex. Systemic IL-1RA administration may represent a promising therapeutic opportunity to prevent long-term cognitive impairments caused by perinatal asphyxia.

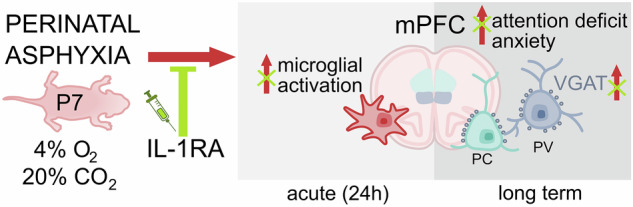

## Introduction

To date, perinatal asphyxia (PA) remains a substantial burden on healthcare systems worldwide and a leading cause of child mortality, accounting for approximately 23% of all newborn deaths globally (World Health Organisation, 2022). Among infants who survive PA, roughly 25% develop permanent neurological disabilities, ranging from cerebral palsy, epilepsy and cerebral visual impairment to a spectrum of neuropsychiatric disorders, while potentially sustaining multi-organ injury beyond the brain [1, 2]. Even mild to moderate PA, without significant sensorimotor sequelae, is linked to neurodevelopmental disorders, including attention-deficit hyperactivity disorder (ADHD) [3, 4], autism spectrum disorder [5], cognitive and communication deficits [2, 6–8], or stress-related psychiatric diagnoses, such as anxiety or affective disorders [9, 10].

Despite the enormous public health problem caused by PA and the extensive preclinical efforts to understand disease mechanisms, whole-body hypothermia remains the primary, most efficient, nonetheless a broadly non-specific therapeutic approach for moderate to severe birth asphyxia [11–13]. However, studies suggest that despite therapeutic cooling, a significant proportion of surviving neonates -estimated at approximately 30%- may still develop long-term neuropsychiatric deficits [12, 14]. Furthermore, the effectiveness of hypothermia treatment in low- and middle-income countries remains under discussion [13, 15, 16]. Inflammation is increasingly recognised as a key contributor to PA-induced brain injury, affecting neuronal circuits, glial cells and cerebral perfusion [17–19]. In line with this, clinical and preclinical studies confirm the functional role of inflammation in the development of cognitive impairments in several neuropsychiatric conditions, including neurodevelopmental disorders [20–24].

Early life stress paradigms, known to activate the hypothalamic-pituitary axis (HPA axis), have been demonstrated to trigger lasting changes in microglia functioning, affecting their density and phenotype (soma size, length and thickness of processes), and inflammatory responses, thereby disrupting their developmental programmes [25]. Moreover, inflammatory mediators and altered glial cell phenotypes have been implicated in shaping the trajectory of injury in brain regions responsible for higher-order cognitive processing via interactions with synaptic elements, which are particularly vulnerable to neonatal hypoxic-ischaemic damage [26–31]. Phenotypic transformation involving an increase in soma size and reduction of branching of microglial cells and related production of proinflammatory mediators such as interleukin-1 (IL-1) are well-established contributors to oxidative stress and neural damage [32–35]. Elevated levels of IL-1 have been strongly associated with the severity of PA [36]. Notably, microglial dysfunction and IL-1 actions markedly alter cerebral perfusion under both physiological conditions and after ischaemia [37, 38]. Nevertheless, the causal mechanisms by which these neuroimmunological interactions mediate long-term cognitive dysfunction in mild to moderate PA remain to be elucidated.

The medial prefrontal cortex (mPFC) is an essential region for top-down control of decision-making and behavioural regulation, playing a significant role in attention and emotional functioning [39, 40]. Dysfunction in the mPFC has been implicated in various neurodevelopmental disorders [41, 42], and has been linked to the effects of early-life adversities [43, 44]. Hence, this study focused on the functional, histological and molecular alterations in the mPFC induced by PA.

The main goal of this study was to investigate the putative neuroinflammatory mechanisms through which PA may contribute to the subsequent behavioural and histological alterations observed in adulthood, with an outlook on acute cerebral perfusion and gene expression. To this end, we utilised a translationally relevant non-invasive rodent model of mild to moderate PA, which enabled us to decipher the role of microglial activation in influencing disease progression via acute pharmacological intervention. This approach aimed to provide important insights into the pathophysiology of PA-induced neuropsychiatric impairments and identify potential therapeutic targets for mitigating the long-term consequences of PA.

## Materials and methods

### Animals

Experiments followed the European Communities Council Directive (2010/63/EU), the Council on Animal Care of the National Health Institution of Hungary (PEI/001/828-4/2015) guidelines and were approved by the Animal Welfare Committee of the HUN-REN Institute of Experimental Medicine (HUN-REN IEM, Budapest, Hungary). Male and female Wistar rats (Charles River Laboratories, Germany) from the HUN-REN IEM breeding colony were used. Details on housing, breeding and pup handling are provided in the Supplementary materials and methods.

### Perinatal asphyxia insult (PA)

The approach for the PA insult was based on the seminal work of Pospelov et al. [45], which established key methodological and physiological foundations for this model by inducing pathophysiological alterations in acid-base balance during PA [46–48] that closely resemble those observed in human neonates. The model was further modified to suit our study purposes. At P7, male and female pups were placed in isothermal treatment chambers and received a PA-inducing gas mixture (4% O_2_ and 20% CO_2_ in N_2_) for 15 min. Details about the PA induction are provided in the Supplementary materials and methods.

### Behavioural testing

Several cohorts of animals were used for behavioural assessment to avoid over-testing and minimise potential inter-test effects. The overall structure of behavioural testing and the specific tests assigned to each cohort are provided in a Supplementary Table 4. Animals were tested on P8 for acute severity scoring and at juvenile and adult ages for long-lasting effects. Detailed description of the behavioural tests appears in Supplementary materials and methods.

### Immunohistochemical studies

To examine the histological substrates of the phenotypic modifications, a subset of P8 and adult male animals was anaesthetised and transcardially perfused, and immunohistochemical staining was performed on mPFC slices. Detailed description of fixation, tissue processing, fluorescent immunostaining, synaptic puncta and microglial morphology analysis appears in Supplementary materials and methods.

### Acute hormone measurements

For the estimation of acute hormonal changes caused by PA, trunk blood was collected from male pups at P7 in baseline conditions (less than 5 min after separation from dam) and after PA (0 h, 1 h, 4 h and 24 h post-PA). ACTH, corticosterone and aldosterone concentrations were determined by radioimmunoassay (RIA), measuring all samples in the same assay. Blood sampling, hormone measurements and analysis are detailed in Supplementary materials and methods.

### SPECT and MRI imaging

The effect of PA on cerebral blood volume was assessed 24 h post-PA by dextran-coated iron oxide nanoparticles determined by 1 Tesla MRI volumetry [49]. Brain perfusion was measured by Single-Photon Emission CT (SPECT) imaging with 99mTc-HMPAO (Hexamethylpropyleneamine Oxime; Medi-Radiopharma Ltd., Budapest, Hungary). For methodological details, see Supplementary materials and methods.

### Pharmacological treatment

To assess and influence inflammation-related mechanisms in the transmission of PA-caused effects, male animals were treated with subcutaneous IL-1 receptor antagonist (IL-1RA, Kineret, Swedish Orphan Biovitrum AB) at a dose of 100 mg/kg. A volume of 10 μl/g IL-1RA dissolved in sterile 0.1% bovine serum albumin (BSA) was diluted in phosphate-buffered saline (PBS) and administered at 1 and 20 h after the PA insult to influence the primary and secondary phase of PA-induced energy failure [50].

### RNA sequencing and analysis

To decipher the acute gene expression changes caused by PA, brains of P8 and adult (6 months old) male animals were harvested under deep anaesthesia, and bilateral medial prefrontal cortices were microdissected (*N* = 8–10/treatment group). RNA isolation, library preparation and analysis are detailed in the Supplementary materials and methods.

### Statistical analysis

All measurements and analyses were performed in a blinded manner, following the STAIR and ARRIVE guidelines. For details on blinding, sample size calculation and outlier exclusion, see Supplementary materials and methods and Supplementary Tables 7 and 8. Behavioural data are presented as mean ± SEM. Behavioural outcomes of male and female treatment groups were analysed separately. Statistical analyses were performed using GraphPad Prism 8.0.1, Python 3.10 and R 4.2 (microglia analysis). Normality and variance assumptions were assessed using Shapiro-Wilk and Brown-Forsythe tests (Supplementary Table 5). Two-tailed unpaired *t*-tests were used when assumptions were met (t(df); p). Otherwise, Mann-Whitney *U* tests were applied (U; p). For four-group comparisons, two-way ANOVA with Tukey’s or Duncan’s post hoc tests was used. Repeated measures ANOVA was used for multi-day behavioural testing. Behavioural tests involving repeated measures were evaluated for the assumption of sphericity. Where violations were detected, corrections were applied using Greenhouse-Geiser (GG) and Huynh-Feld (HF) estimates (Supplementary Table 6). Degrees of freedom and exact *p* values are reported; α was set at 0.05.

## Results

### PA leads to long-term affective and cognitive dysfunction in males

To investigate long-term functional consequences of PA, rats underwent a comprehensive behavioural assessment during their juvenile period or adulthood, first focusing on emotional, social and cognitive domains. Adult PA animals exhibited higher anxiety, revealed by reduced open arm exploration in the EPM (Fig. S1B; Fig. 1B). Social affective functioning was also influenced by PA, as suggested by decreased social sniffing during the social interaction test (Fig. 1C). No differences were observed in play behaviour during the play-fight test, sociability index in the sociability test and territorial aggression in the resident-intruder test (Fig. S1D–H).

**Fig. 1:**
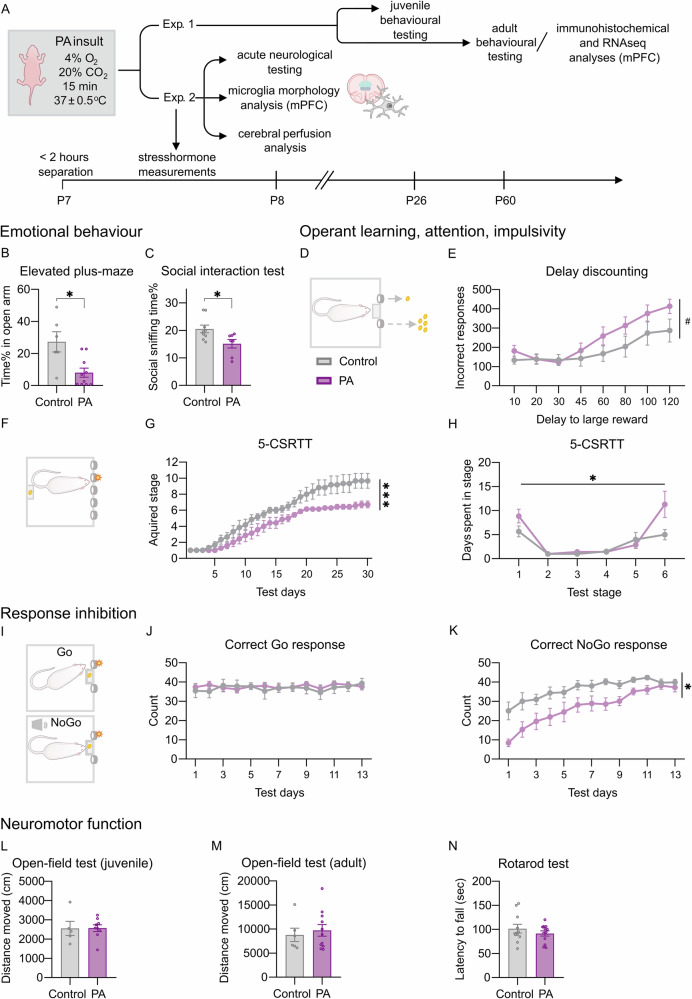
Long-term behavioural consequences of the PA insult in males. **A** Experimental design and PA insult. Seven-day-old male Wistar rat pups were subjected to 15 min of exposure to an asphyxia-inducing gas mixture (4% O_2_, 20% CO_2_) under normothermic conditions. In Experiment 1, different cohorts of animals underwent comprehensive behavioural testing from their juvenile period through adulthood, followed by immunohistochemical or differential gene expression analysis of the prefrontal cortex, likely to be involved in the observed deficits. In Experiment 2, animals were extensively characterised in the acute post-PA period (see Fig. 3). **B** Anxiety testing in the elevated plus-maze performed in young adulthood revealed a significant decrease in time spent in the open arms in the PA group (*U* = 9, *p* = 0.022). **C** PA animals showed slightly decreased social sniffing time in the social interaction test (*U* = 11, *p* = 0.031). **D**, **E** In the delay discounting task, PA animals exhibited marked motor impulsivity, indicated by the progressive increase in inadequate responses with the lengthening delay (the slope of the number of inadequate responses: *t* = 2.078, *p* = 0.055; insult × delay interaction *F*(7, 105) = 1.870, *p* = 0.081). **F**–**H** PA animals presented learning and attention deficits in the 5-choice serial reaction time task (acquired stage: test day *F*(2.015, 22.17) = 72.73, *p* < 0.001; treatment *F*(1,11) = 9.390, *p* = 0.010; test day × treatment interaction *F*(29,319) = 2.358, *p* < 0.001. PA animals were significantly slower in acquiring the task and were less able to proceed to more difficult stages (stage F (1.801,19.82) = 14,34, *p* < 0.001; treatment *F*(1,11) = 7.421, *p* = 0.019; stage × treatment interaction *F*(5,55) = 2.716, *p* = 0.029). This was the most prominent in stages 1 and 6. **I**–**K** In the Go/no-Go task, although PA animals were able to learn the Go cue (**J**), they showed marked inhibitory deficits when presented with the no-Go stimulus (**K**; trial day *F*(2.914,37.88) = 20.67, *p* < 0.001; treatment *F*(1,13) = 6.535, *p* = 0.023; trial day × treatment interaction *F*(12,156) = 2.028, *p* = 0.025). No significant differences in gross neuro-motor functioning were apparent between treatment groups during juvenile (**L**) and long-term assessment (**M**, **N**). Animals are depicted as individual data points. Error bars represent mean ± SEM; *p < 0.05; **p < 0.01; *** *p* < 0.001.

Functional testing in automated operant systems revealed substantial and specific deviances in the behaviour of PA animals during both juvenile and adult periods. In the delay discounting task, a sensitive test for the quantification of impulsive behaviour in rodents [51], although both groups reached similar large reward preference during training (Fig. S1I), PA animals showed a strong tendency for enhanced motor impulsivity (Fig. 1D, E). Furthermore, PA resulted in significant attention deficits in the 5-CSRTT in adulthood. PA animals exhibited learning and attention impairments, progressing more slowly through stages requiring higher attentional performance. These deficits were particularly evident in stages demanding task comprehension (stage 1) or requiring shorter stimulus duration with fewer omissions (stage 6; Fig. 1F–H).

These behavioural findings of attention deficit, together with increased impulsivity, imply an ADHD-like phenotypic shift in PA animals, likely involving the mPFC [52]. To further investigate this assumption, we performed the Go/no-Go task in adulthood (modified for rodent testing; Fig. 1I), in which clinically diagnosed ADHD patients often perform poorly [53]. Both treatment groups executed the Go task requiring operant learning skills similarly (Fig. S 1J; Fig. 1J). PA rats, however, presented a significant decrease in correct no-Go responses during the no-Go phase, indicating impaired inhibition of a previously learned operant response (Fig. 1K). This suggests a deficit in withholding a prepotent response, a core feature of ADHD-like behaviour. These findings suggest a possible PA-related mPFC impairment, which specifically targets behavioural response inhibition.

The absence of late-onset gross motor function and coordination deficits was confirmed by similar locomotion in juvenile and adult OF tests and EPM (Fig. 1L, M; Fig. S1C) and latency to fall in the accelerating rotarod test (Fig. 1N). These data underpin our model’s suitability for studying asphyxia-related psychiatric consequences, as motor deficits would potentially mask fine-tuned emotional and cognitive disturbances.

We found no significant difference in working memory in the Y-maze test at a juvenile age (Fig. S1K). PA animals displayed decreased spatial learning and memory, as demonstrated by lower correct response percentages in the hole-board test (Fig. S1L). Adult PA animals showed impaired spatial learning in the Morris Water Maze, taking significantly longer to find the hidden platform over the trials (Fig. S1M).

To investigate the sex-dependency of the observed behavioural alterations, female animals underwent targeted assessment. As early-life adversities have been shown to affect emotional regulation in females [54, 55], we also investigated associative emotional learning in the conditioned fear learning paradigm. Female PA animals did not exhibit motor alterations in the OF (Fig. S2A). No differences were found in anxiety-like behaviour, fear learning and acquisition and sociability between control and PA females (Fig. S2B–E). Female PA animals showed no differences in learning, memory or impulsivity during the set-shifted 5-CSRTT when compared to female controls (Fig. S2F–H). Although females may also exhibit molecular alterations, we focused downstream analyses on males, as they showed the most robust behavioural phenotype following PA, providing a stronger basis for investigating the underlying molecular mechanisms.

### Long-term alteration of inhibitory synaptic markers in the medial prefrontal cortex after PA in males

Given the established role of the mPFC in attention, memory and behavioural inhibition by literature [39, 56–58], the behavioural deficits observed in PA males in the current study may reflect impairments in mPFC-dependent functions. Therefore, we investigated potential molecular alterations in the basic signalling apparatus within this region in adults. Confocal imaging analysis demonstrated no changes in neuronal numbers, indicated by the density of NeuN(+) cells (Fig. S3A–C). However, there was a notable increase in MBP(+) myelin basic protein density in the IL (Fig. S3J–L). No quantitative differences were apparent in Iba1(+) microglia and GFAP(+) astrocytes (Fig. S3D–I).

To further assess the molecular machinery underlying excitatory and inhibitory neurotransmission that may be persistently affected by PA [59], we quantified inhibitory (VGAT-positive) and excitatory (VGLUT1- and VGLUT2-positive) boutons in the mPFC. Confocal image analysis revealed a profound increase in VGAT(+) terminal density in the infralimbic (IL) and prelimbic (PRL) subregions in PA animals. In contrast, no changes were observed in VGLUT1(+) and VGLUT2(+) excitatory bouton densities (Fig. 2A–G). Perisomatic VGAT(+) boutons demonstrated an increased density surrounding KV2.1(+) pyramidal cells in the PRL and IL (Fig. 2H, I, L). Colocalization analysis revealed elevation in VGAT boutons associated with PV- and CB1-positive puncta around pyramidal cells (Fig. 2J, K), indicating an increase in both interneuron types in the close surroundings of PRL pyramidal cells. In contrast, the IL region showed an increase only in CB1(+) perisomatic inhibitory synapses around KV2.1(+) pyramidal cells (Fig. 2M, N). Notably, an increase in inhibitory bouton density neighbouring PV(+) interneurons was observed in both PRL and IL (Fig. 2O–Q).

**Fig. 2:**
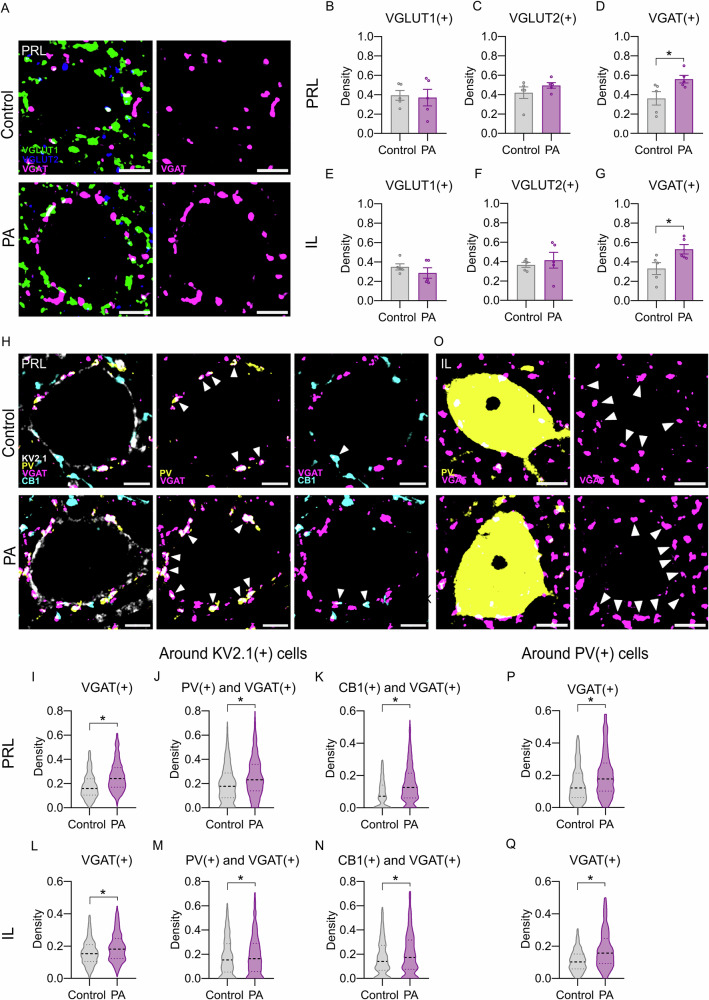
Confocal imaging reveals long-term alterations in mPFC inhibitory functioning after PA in males. **A**–**G** Long-term immunohistochemical characterisation of medial prefrontal cortical synaptic boutons in PA males (Exp.1). A marked increase in the density of VGA*T*(+) inhibitory terminals was observed in both the prelimbic (**D**; *t*(8) = 2.483, *p* = 0.037) and infralimbic (**G**; *t*(8) = 2.542, *p* = 0.034) subregions of the mPFC in PA-exposed adults. In contrast, there were no changes in the bouton density of VGLUT1(+) and VGLUT2(+) excitatory terminals (**B**, **C**; **E**, **F**). **H**–**N** Cell-type specific analysis of perisomatic boutons revealed a significant increase of VGA*T*(+) boutons in the closeness of KV2.1(+) pyramidal somas in both PRL (**I**; *U* = 190222, *p* < 0.001) and IL (**L**; *U* = 219272, *p* < 0.001). Colocalization analysis of VGAT and PV(+) or CB1(+) boutons revealed an increase in both bouton types in the PRL (**J**: PV(+) and VGA*T*( + ): *U* = 230013, *p* < 0.001; **K**: CB1(+) and VGA*T*(+): U = 291813, *p* < 0.001), but only CB1 in IL (**N**: VGA*T*(+) around KV2.1 U = 219272, *p* < 0.01; CB1(+) and VGA*T*(+): *U* = 295865, *p* < 0.001). **P**, **Q** The density of inhibitory boutons around PV(+) interneurons was also significantly increased in both regions (PRL *U* = 99215, *p* < 0.001; IL *U* = 50847, *p* < 0.001). Animals are depicted as individual data points in (**B**–**G**). Data are shown as normalised bouton densities across experimental groups with median and quartiles on (**I**–**Q**). Error bars represent mean ± SEM; *p < 0.05.

To further elucidate the long-term molecular changes following PA, we conducted RNA sequencing on mPFC samples from adult PA and control males under baseline conditions. While gene-level differences did not reach statistical significance, gene set enrichment revealed upregulation of pathways related to epigenetic regulation and immune responses, and downregulation of transport and signalling pathways (Fig. S6A, B). Hierarchical clustering of altered pathways highlighted key domains involving histone methylation, immune function, cell signalling and membrane/synaptic transmission (Fig. S6C).

### PA induces an acute stress hormone surge and mPFC microglia phenotype alterations, without neurological deficits

To explore the potential acute functional alterations that may contribute to the observed long-term behavioural and histological changes, we conducted a comprehensive characterisation of the first 24 h following PA in males, focusing on behaviour, stress hormone levels, histological and brain-perfusion alterations. Neurodevelopmental reflex tests [60] did not reveal group differences in the righting reflex test, negative geotaxis test or in ultrasonic vocalisation, indicating no early-onset robust neurological deficits (Fig. 3A–C; Fig. S1A).

**Fig. 3:**
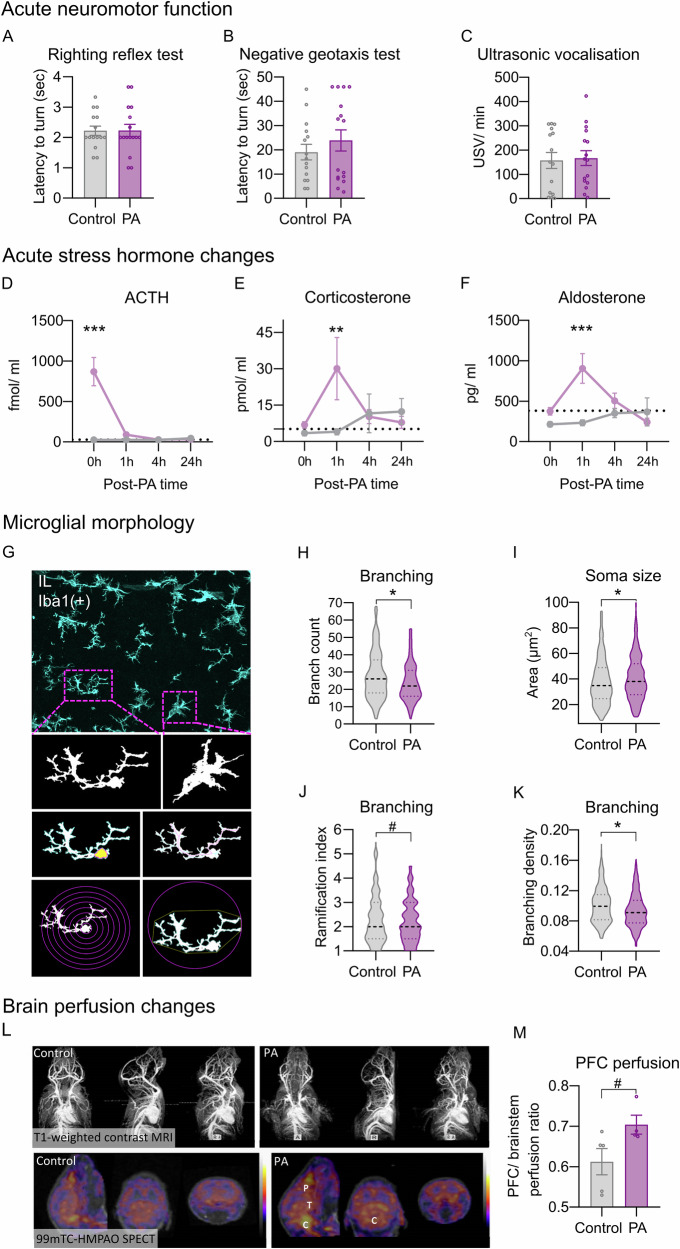
Acute effects of the PA insult in males. **A**–**C** Characterisation of the acute post-PA period, focusing on neuromotor functioning, stress hormone levels and regional microglial morphological changes (Exp. 2). No significant alterations in gross neuromotor functioning and the frequency of USV vocalisation were observed 24 h after PA. **D**–**F** PA leads to an acute burst of peripheral stress-related hormone levels in the immediate post-PA period. ACTH: treatment *F*(1, 48) = 19.26, *p* < 0.001; sampling time *F*(1, 48) = 16.6, *p* < 0.001; treatment × sampling time interaction *F*(3, 48) = 17.12, *p* < 0.001; Duncan’s post-hoc test for 0 h *p* < 0.001; corticosterone: treatment *F*(1, 48) = 2.714, *p* = 0.105; sampling time *F*(1, 48) = 2.151, *p* = 0.106; treatment × sampling time interaction *F*(3, 48) = 3.111, *p* = 0.034; Duncan’s post-hoc test for 1 h *p* = 0.006; aldosterone: treatment *F*(1, 35) = 10.815, *p* = 0.002; sampling time *F*(1, 35) = 3.643, *p* = 0.021; treatment × sampling time interaction *F*(1, 35) = 5.561, *p* = 0.003; Duncan’s post-hoc test for 1 h *p* < 0.001. **G** Representative confocal microscopy images of Iba1-positive microglia in the IL show markedly decreased microglia branch count (**H**; *U* = 62163, *p* < 0.001), ramification index (**J**; calculated from the ratio of max intersections and the number of primary branches; *U* = 68015, *p* = 0.068) and branch density (**K**; U = 63589, *p* < 0.001), and a tendency for increased soma size (**I**; U = 67747, *p* = 0.065). Data shown represent microglial cells across experimental groups with median and quartile. **L** Representative images of T1-weighted dextran-coated iron oxide contrast MRI (top) and 99mTC-HMPAO SPECT (bottom) neuroimaging (P = PFC, T = Thalamus, C = Cerebellum) demonstrate regional cerebral blood flow and perfusion changes. The colour scale corresponds to the relative intensity of radiotracer accumulation, with warmer colours indicating higher, while cooler colours indicating lower uptake. **M** SPECT imaging shows strong tendencies in the prefrontal cortex compared to the brainstem of PA animals (*U* = 2, *p* = 0.063). Error bars represent mean ± SEM; ***p < 0.001; *p < 0.05; #*p* < 0.07.

Stress hormone disruptions were evident acutely after PA. A robust increase in blood ACTH levels was observed immediately after the insult (Fig. 3D), followed by a rise in corticosterone (Fig. 3E) and aldosterone levels (Fig. 3F) at 1-h post-PA. Intriguingly, both groups exhibited low corticosterone levels, reflecting reduced secretory capacity characterising the neonatal stress-hyporesponsive period (SHRP).

As an acutely emerging local and systemic inflammatory response plays a crucial role in the development of cognitive impairments in various hypoxic-ischaemic brain injuries, morphological analysis of resident microglia was performed 24 h after PA in the IL (Fig. 3G). PA led to acute microglial morphological transformation, indicated by significantly decreased branch count (Fig. 3H) and branch ramification (branching density; ramification index; Fig. 3J, K) and tendentious increase in soma size (Fig. 3I). Treatment groups presented similar numbers of microglia cell density (Fig. S4A, B).

### SPECT and MR imaging reveal subtle acute perfusion changes caused by PA

For the quantitative assessment of central nervous system (CNS) perfusion changes 24 h after PA, regional cerebral blood flow (rCBF) and whole-brain blood volume were measured in males via SPECT imaging using 99mTC-HMPAO and T1-weighted MRI, respectively (Fig. 3L). No differences in overall cerebral blood volume were identified (Fig. S4C). However, SPECT imaging revealed a tendency towards increased relative perfusion in the PFC (Fig. 3M) and thalamus (Fig. S4E) and a significant increase in the cerebellum (Fig. S4F) in PA animals. These findings suggest the presence of a relative post-insult increase in regional perfusion and subtle circulatory disturbances acutely after PA.

### IL-1RA ameliorates long-term deficits and influences microglia morphology changes in PA males

To block IL-1 signalling, an endogenous competitive inhibitor, IL-1RA, was administered in a therapeutically relevant time window, at 1 h and 20 h after PA (Fig. 4A). To assess the long-term impact of IL-1RA on emotional and cognitive domains, we focused on evaluating anxiety and attention deficits in the EPM and 5-CSRTT tests, which represented the most substantially affected behavioural outcomes in our model. IL-1RA was able to prevent the attention deficit observed in adult PA males during the 5-CSRTT. Specifically, IL-1RA treatment increased the animals’ acquired stage above control level (Fig. 4B, C), proposing a protective effect of IL-1RA against PA-induced long-term attention and learning difficulties. IL-1RA administration did not affect anxiety levels as measured by time-percent spent in the open arm during the EPM test (Fig. 4D).

**Fig. 4:**
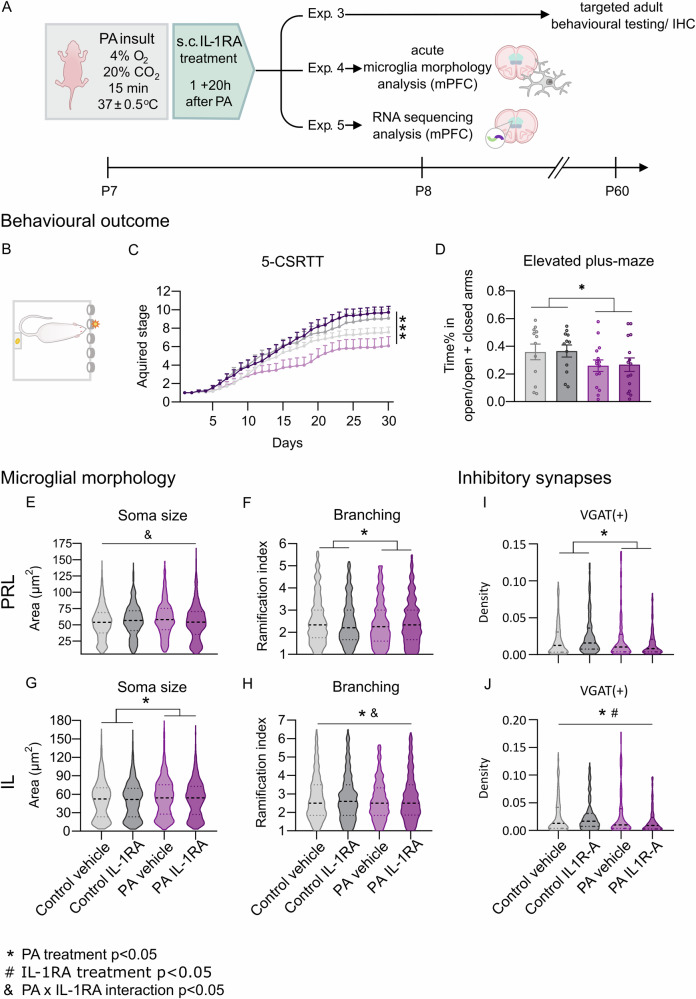
IL-1RA treatment prevents long-term attention deficits and shapes mPFC microglia morphology following PA. **A** Experimental design for the short- and long-term assessment of targeted IL-1RA treatment. In experiment 3, long-term behavioural and histological outcomes of IL-1RA treatment were examined. In experiment 4, acute changes caused by PA and IL-1RA in microglia morphology were examined in the mPFC 24 h after PA. In experiment 5, gene expression changes caused by PA and IL-1RA were examined in mPFC via RNA sequencing analysis, 24 h post-PA. **B**, **C** 5-CSRTT reveals a rescue effect of IL-1RA on attention and learning deficits in adult PA animals (trial day *F*(2.203,96.95), *p* < 0.001; treatment *F*(3,44) = 3.421, *p* = 0.025; trial day × treatment interaction *F*(87,1276) = 2.786, *p* < 0.001). **D** The elevated plus maze (EPM) test shows no effect of IL-1RA on anxiety levels in PA animals (PA treatment *F*(1,50) = 4.242, *p* = 0.044, IL-1RA treatment *F*(1,50) = 0.022, *p* = 0.882). **E**–**H** Microglia morphology analysis 24 h post-PA in the PRL revealed a marked shaping effect of IL-1RA treatment on microglia soma size in PA animals (PA treatment *F*(1, 2050) = 2.810, *p* = 0.093; IL-1RA treatment *F*(1, 2098) = 2.875, *p* = 0.090; PA × IL-1RA interaction *F*(1, 2864) = 16.196, *p* < 0.001). Furthermore, PA led to decreased microglia branching (ramification index PA treatment *F*(1, 30.44) = 5.677, *p* = 0.017, IL-1RA treatment *F*(1,0.209) = 0.038, *p* = 0.843, PA × IL-1RA interaction *F*(1, 3.940) = 0.734, *p* = 0.391), unchanged by IL-1RA. In the IL, PA significantly increased soma size with no substantial shaping effect of IL-1RA (PA treatment *F*(1, 17783) = 15.043, *p* < 0.001, IL-1RA treatment *F*(1, 2875) = 2.986, *p* = 0.08, PA × IL-1RA interaction *F*(1, 173.14) = 0.179, *p* = 0.672). However, PA and IL-1RA treatment had a significant interactive effect on branch ramification (ramification index: PA treatment *F*(1, 25.8) = 4.555, *p* = 0.032, IL-1RA treatment *F*(1, 2.359) = 0.416, *p* = 0.518, PA × IL-1RA interaction *F*(1, 3887) = 4.556, *p* = 0.041). **I**, **J** Inhibitory synapse numbers showed significant increase in both PRL and IL of PA animals, while acute IL-1RA treatment showed a long-term therapeutic effect only in the IL (IL: PA treatment *F*(1,156) = 7.762, *p* = 0.005; IL-1RA treatment *F*(1,156) = 10.886, *p* = 0.001, PA × IL-1RA treatment interaction *F*(1,156) = 3.564, *p* = 0.06; PRL: PA treatment *F*(1,151) = 4.286, *p* = 0.04; IL-1RA treatment *F*(1,151) = 0.586, *p* = 0.44, PA × IL-1RA treatment interaction *F*(1,151) = 0.785, *p* = 0.376). Data regarding inhibitory synapses are shown as normalised bouton densities across experimental groups with median and quartiles on (**I**, **J**). 5-CSRTT 5-choice serial reaction time task, IL infralimbic cortex, PRL prelimbic cortex. Error bars represent mean + SEM; * PA treatment effect, # IL-1RA treatment effect, & PA × IL-1RA interaction effect.

Acute microglia morphology analysis revealed significant effects of both PA and IL-1RA treatment in the PRL and IL regions of the mPFC (methodology established by Clarke and colleagues [61] and examining 62 parameters). In the PRL, IL-1RA had a reducing effect on microglia soma size in PA males (Fig. 4E). However, microglia branching was decreased in PA animals regardless of IL-1RA treatment (Fig. 4F). In the IL, PA led to a significant increase in microglia soma size (Fig. 4G). Additionally, IL-1RA treatment had a significant effect on branch ramification in PA animals (Fig. 4H).

Correlation analysis of morphological features with treatment groups confirmed that PA microglia exhibited larger somas. Conversely, properties describing ramification, along with the regression coefficients (slope of the linear regression between the logarithm of branch number and the logarithm of radius), were higher in the control group (Fig. S5A). Using a Random Forest classifier (RF), we identified soma size, maximum branch number and radii of maximum intersections as the most significant parameters for distinguishing treatment groups (Fig. S5B). Comparing the PA vehicle and PA IL-1RA groups, the average branch length, number of intersections, and regression coefficients showed the strongest correlation with the treatment (Fig. S5C). Furthermore, RF revealed lacunarity (a measure of inhomogeneity in the cell mask) as the most discriminating factor between groups, alongside various properties related to ramification and branching (Fig. S5D).

Histological analysis of VGAT puncta in adult males confirmed the increase in inhibitory synaptic terminals caused by PA. This was ameliorated by early IL-1RA treatment in the IL, but not in the PRL (Fig. 4I, J).

These results demonstrate that acute administration of IL-1RA can rapidly modulate microglial responses and influence long-term inhibitory balance and behaviour, proposing a specific and accessible therapeutic approach for PA-induced alterations.

### Transcriptomic profiling reveals molecular pathways acutely altered by PA

To elucidate the acute molecular and pathway alterations following PA, we conducted RNA sequencing on mPFC samples isolated 24 h post-insult. 

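The data behind this experiment were gene-level counts from 35 mPFC libraries of male Wistar rats collected on P8. PA, exposure to 4% O2 and 20% CO2 for 15 min, was induced on P7, and the mPFC was isolated 24 h later. Vehicle or IL-1RA, the recombinant antagonist of the IL-1 receptor, was injected at 1 h and 20 h after PA, IL-1RA at 100 mg/kg. There were 9 libraries of control vehicle, 9 of PA vehicle, 9 of control IL-1RA and 8 of PA IL-1RA animals. The labels place all libraries in 1 batch and do not give the litter of each animal.
Total counts per library ranged from 12850126 to 24942583. The median was 17489398 in control vehicle (12850126 to 24942583), 18574248 in PA vehicle (17290854 to 21474704), 18523431 in control IL-1RA (16940341 to 20297529) and 17521285 in PA IL-1RA (15544074 to 20067256). The authors prepared stranded mRNA libraries, sequenced them as paired ends, estimated counts with Salmon and summarised them per gene with tximport. The deposited table holds these estimated counts, not normalized, for 19775 Ensembl gene identifiers without gene symbols, and no table used here pairs the identifiers with symbols. Genes are therefore given by identifier, and gene sets could not be tested.
Counts were rounded to whole numbers and normalized by TMM, and the 4 groups were fitted together by edgeR's quasi-likelihood test. The test covered the 13334 genes with a mean count of at least 10 in each group, at the paper's FDR of 0.1. Fold changes are PA relative to control, or IL-1RA relative to vehicle. The groups were not separated by the main axes of variation between libraries. Principal component 1 held 20.1% of the variance of log2 CPM, and 3.63% of its variance lay between the groups (permutation p = 0.75). Principal component 2 held 14.2%, with 5.22% of it between the groups (permutation p = 0.65).

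**Figure D1:**
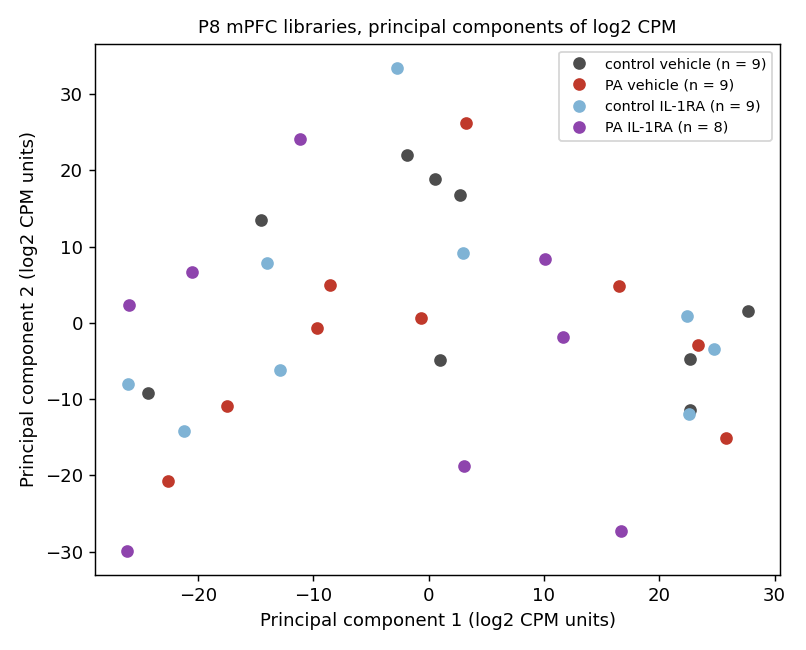
Principal components 1 (x axis) and 2 (y axis) of log2 CPM (counts scaled to library size) of the 13334 tested genes, in log2 units, 1 point per library, coloured by group (n = 9, 9, 9 and 8). Libraries of the 4 groups lie among one another on both axes.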

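Among the genes higher after PA, the smallest p-values belonged to the identifiers ENSRNOG00000021027 and ENSRNOG00000008054. The normalized count of ENSRNOG00000021027 was 409 ± 47.3 (SD, n = 9) in control vehicle and 540.2 ± 85.9 (SD, n = 9) in PA vehicle, and 8 of 9 PA libraries lay above every control library. Its log2 fold change was 0.40 (standard error 0.091, adjusted p = 0.404 from edgeR's quasi-likelihood test). The count of ENSRNOG00000008054 was 589 ± 109 (SD, n = 9) in control vehicle and 799 ± 147 (SD, n = 9) in PA vehicle, and 5 of 9 PA libraries lay above every control library. This is a log2 fold change of 0.44 (standard error 0.111, adjusted p = 0.858 from the same test). By mean count, fold change and p-value together these identifiers were set beside the entries for Dbp, a circadian clock-controlled transcription factor, and Igsf9, an adhesion molecule of the immunoglobulin superfamily, in the paper's Supplementary Table 3. Closeness of values does not establish that they are these genes.
In the test of all 13334 genes, 0 passed an FDR of 0.1 by edgeR. At an unadjusted p under 0.05 there were 633 genes, 310 higher and 323 lower, where 5% of the genes tested is 667. Other splits of the same libraries gave a median of 376 such genes, and 28 of 100 splits, the real one included, gave at least 633. DESeq2, the tool the paper used, called 3 genes with all groups in one fit, 1 higher and 2 lower, and ENSRNOG00000021027 was the higher one (adjusted p = 0.0803 from DESeq2). At least 3 genes were called by DESeq2 in 4 of 30 splits of the libraries, the real one included, and the highest other split gave 21. ENSRNOG00000008054 did not pass there (adjusted p = 0.301 from DESeq2).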

Differential gene expression analysis revealed significant upregulation of the *Dbp* (D site of albumin promoter binding protein) and *Igsf9* (Immunoglobulin Superfamily Member 9) genes, the latter crucial for inhibitory synapse development. We observed downregulation in *Col24a1*, a collagen family member involved in extracellular matrix development. 

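The gene with the smallest p-value for PA in either direction was ENSRNOG00000014143. Its normalized count was 235 ± 41.6 (SD, n = 9) in control vehicle and 168 ± 21.7 (SD, n = 9) in PA vehicle, and 7 of 9 PA libraries lay below every control library. The log2 fold change was -0.48 (standard error 0.094, adjusted p = 0.149 from edgeR's quasi-likelihood test), which did not pass the FDR of 0.1. With DESeq2 it passed (adjusted p = 0.00923 with all groups in one fit). It was set beside the entry for Col24a1 in Supplementary Table 3 by its values only.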

We also noted the downregulation of *Camk4*, which encodes calcium/calmodulin-dependent protein kinase type IV, a key mediator in calcium signalling essential for neuronal and immune cell function (Fig. 5A).

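The other gene lower after PA with a small p-value, ENSRNOG00000020478, had a normalized count of 745 ± 115 (SD, n = 9) in control vehicle and 560.2 ± 76.6 (SD, n = 9) in PA vehicle. All 9 PA libraries lay below the median of the control libraries and 5 of 9 lay below every one of them. Its log2 fold change was -0.41 (standard error 0.089, adjusted p = 0.309 from edgeR's quasi-likelihood test). DESeq2 gave the same direction and called it (adjusted p = 0.0379 with all groups in one fit). The entry of Supplementary Table 3 closest to it was that of Camk4, for which 2 identifiers lay within the limits of the comparison.
From its differentially expressed genes, the paper states in its discussion that PA led to acute synaptic deregulation. It describes Igsf9 and Col24a1 as regulators of synaptic differentiation and of the upkeep of inhibitory synapses. It relates Camk4 to calcium signalling and links its lower expression to altered plasticity, learning deficits and anxiety. Its gene set analysis also pointed to changes in GABA-related signalling.

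**Figure D2:**
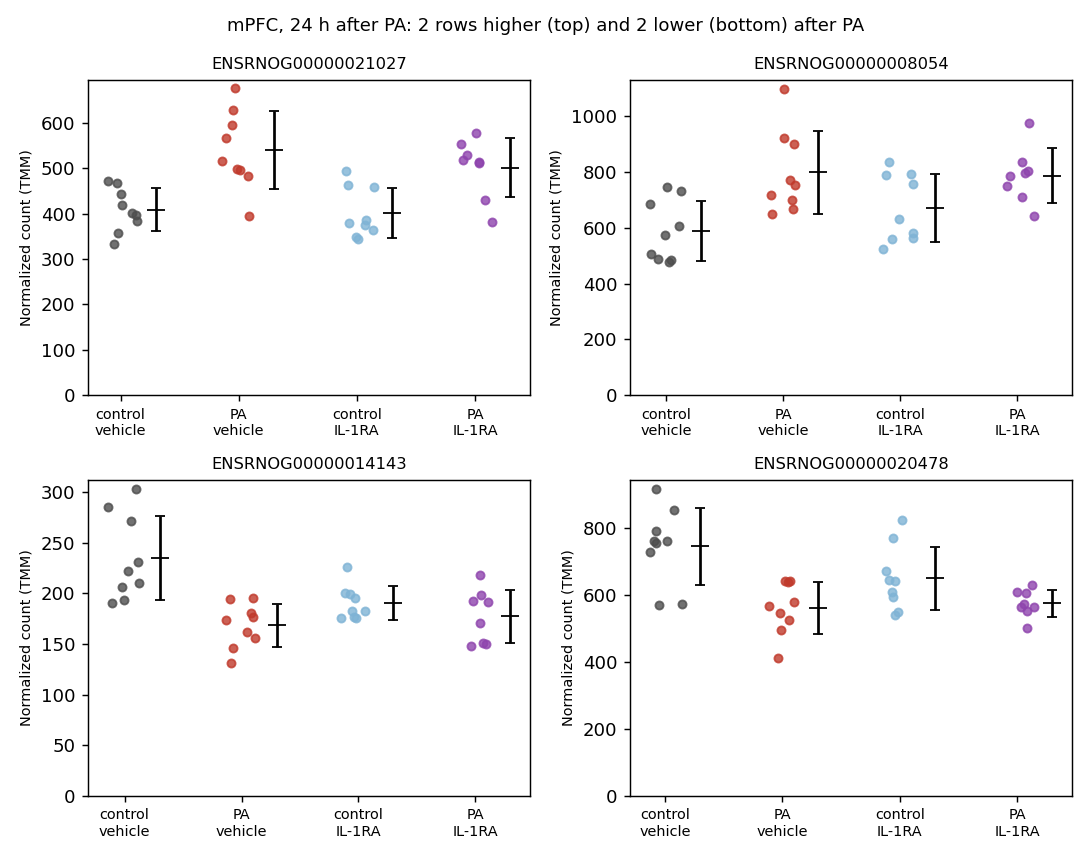
Normalized counts (TMM, y axis) of the 2 identifiers with the smallest p-values higher after PA (top) and the 2 lower after PA (bottom), 1 point per library in each of the 4 groups (x axis), with mean and SD beside the points (n = 9, 9, 9 and 8). In vehicle-treated animals the means were 409 and 540.2 for ENSRNOG00000021027 and 235 and 168 for ENSRNOG00000014143, in control and PA, with some overlap of the groups for each identifier.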

**Fig. 5:**
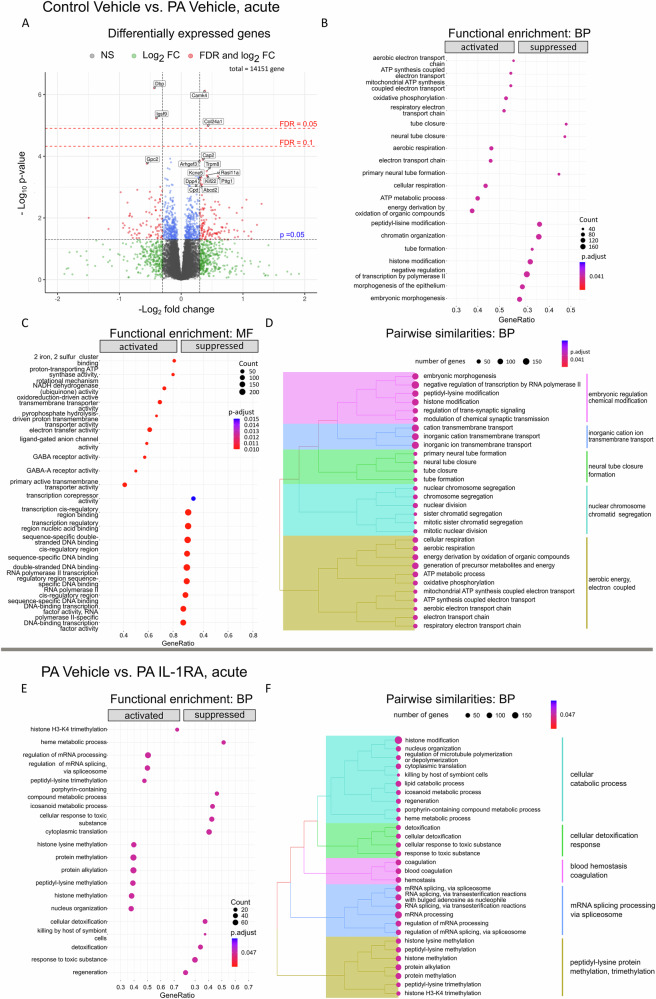
Acute molecular and pathway alterations following PA and IL-1RA treatment. **A** Experiment 5: Differential gene expression analysis of medial prefrontal cortex (mPFC) samples isolated 24 h after PA, demonstrating significant upregulation of *Dbp* and *Igsf9*, alongside downregulation of *Camk4* and *Col24a1*. **B** Functional gene set enrichment analysis utilising Gene Ontology (GO) Biological Processes reveals robust downregulation of pathways related to aerobic electron transport and metabolic processes, concurrent upregulation of pathways involved in neural tube formation, and altered epigenetic modifications. Note: ‘activated’ gene sets are enriched for genes with positive signed *p* values (upregulated); suppressed gene sets are enriched for genes with negative signed *p* values (downregulated) in the Control vehicle group compared to the PA vehicle. **C** Gene set annotations based on GO Molecular Functions, indicating significant alterations in ligand-gated anion channel and GABA receptor activities following the PA insult, confirming associated metabolic and transcriptional changes. **D** Hierarchical clustering analysis of pairwise similarities among significantly altered pathways, based on overlapping participant genes, highlighting dominant clusters related to aerobic energy transport, neurodevelopment, cell cycle regulation and membrane/synaptic transmission. **E** Effects of IL-1RA treatment on PA-injured animals, illustrating substantial alterations in post-transcriptional and post-translational modifications, as well as activation of detoxification pathways. Note: ‘activated’ gene sets are enriched for genes with positive signed *p* values (upregulated); suppressed gene sets are enriched for genes with negative signed *p* values (downregulated) in the PA vehicle group compared to PA IL-1RA. **F** Metabolic pathway changes resulting from IL-1RA treatment contribute to the observed rescue phenotypes in behavioural and histological analyses. Note: All labelled *p* values were corrected for multiple testing using False Discovery Rate (FDR, Benjamini-Hochberg method) corrections. Each panel includes relevant statistical analyses and annotations to emphasise the significance of the findings. Adjusted *p* values were calculated with the fgsea R package using the signed *p* values of all investigated genes in the experiment. Abbreviations: BP Gene Ontology: Biological Pathways, MF Gene Ontology: Molecular Functions.

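The paper ranked genes by signed p-value. For PA vehicle against control vehicle, 6857 of the 13334 genes had a log2 fold change above 0 and 6477 below 0. TMM normalization draws the fold changes toward a balance without fixing it, so these numbers are not read as a result about PA. Between the 0.05 and 0.95 quantiles, log2 fold changes ran from -0.19 to 0.18, the median size of a log2 fold change was 0.058, and the median standard error of a gene's log2 fold change was 0.085. A fold change of over 2-fold together with an unadjusted p under 0.05 from edgeR's quasi-likelihood test was seen for 1 gene. Because the identifiers could not be paired with symbols, the genes of electron transport, metabolism or chromatin could not be located in this ranking, and no value for these pathways is given.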

Functional gene set enrichment analysis revealed robust suppression of pathways related to aerobic electron transport and metabolic processes by PA, alongside activation of pathways involved in altered epigenetic modifications (Fig. 5B). Significant alterations were observed in ligand-gated anion channels and GABA receptor activities (Fig. 5C). Hierarchical clustering analysis of pairwise similarities among significantly altered pathways identified dominant clusters related to aerobic energy transport, neurodevelopment, cell cycle regulation and membrane/synaptic transmission (Fig. 5D). Finally, IL-1RA treatment in PA animals resulted in substantial alterations in post-transcriptional and post-translational modifications, and activation of detoxification pathways (Fig. 5E). These changes were accompanied by metabolic pathway alterations (Fig. 5F), which may contribute to the rescued phenotypes observed during behavioural and histological analyses.

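Comparing PA IL-1RA with PA vehicle, 0 of 13334 genes passed an FDR of 0.1 by edgeR. An unadjusted p under 0.05 was found for 254 genes, 148 higher and 106 lower with IL-1RA, fewer than 5% of the genes tested (667). DESeq2 with all groups in one fit called 1 gene, which was higher with IL-1RA, while DESeq2 on only the groups compared called 0. None of the 4 identifiers with the smallest p-values for PA passed the test of IL-1RA after PA. In PA IL-1RA animals ENSRNOG00000021027 had a normalized count of 502 ± 64.6 (SD, n = 8), ENSRNOG00000008054 788 ± 97.2, ENSRNOG00000014143 177 ± 26.4 and ENSRNOG00000020478 574 ± 40.1. Their log2 fold changes relative to PA vehicle were -0.11 (standard error 0.093), -0.02 (0.11), 0.07 (0.098) and 0.04 (0.092), with an adjusted p of 1.00 for each from edgeR's quasi-likelihood test. Without PA vehicle library 23, in which the most abundant genes took a larger share of the counts than in the rest of its group, they were -0.16 (0.090), -0.05 (0.12), 0.03 (0.096) and 0.05 (0.092), again with an adjusted p of 1.00 for each from edgeR. The sign of each is toward control, which is more common by chance here because the identifiers were chosen in a comparison that uses the same PA vehicle libraries. Relative to control vehicle, the log2 fold changes in PA IL-1RA animals were 0.29 (0.094), 0.42 (0.11), -0.41 (0.097) and -0.38 (0.092). The adjusted p-values from edgeR were 0.650, 0.650, 0.502 and 0.502 over all genes, and 0.0035 or less over the 4 identifiers. The identifiers were chosen against the same control vehicle libraries, which makes such differences more common. Gene sets of RNA processing, protein modification and detoxification were not tested, for want of gene symbols.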

## Discussion

This study explores the contribution of acute neuroinflammatory mechanisms to the long-term neuropsychiatric consequences of PA with implications for early targeted therapeutic interventions. We utilised a rodent PA model based on the foundational work of Ala-Kurikka et al. [45, 46], partially modifying it to align with our objectives to explore long-term behavioural consequences. This model is translationally relevant to near-term human patients, taking into account neocortical development [62–65] and the pathophysiological changes in acid-base balance during PA [46–48]. Our PA model does not involve carotid ligation and thus does not induce focal injury or surgery-related inflammation, which would shift the neuroimmunological characteristics of PA towards directions less conducive to translational interpretation [66, 67].

We used a top-down approach to study the consequences of PA. Extensive behavioural assessment in both sexes was followed by histological analyses, comprehensive gene expression profiling and pharmacological intervention in male animals. Behavioural data from males revealed specific neuropsychiatric deficits, highlighting cognitive impairments, decreased attention and learning performance, alongside emotional disturbances, increased anxiety and impulsivity. The assembly of these dysfunctions may be interpreted as a shift towards an ADHD-like phenotype [68], a neurodevelopmental disorder frequently comorbid with anxiety disorders in human patients [69]. This phenotype has repeatedly been suggested as a potential consequence of PA [4, 70–74]. Hence, our model may better capture the heterogeneity of clinical outcomes observed in PA survivors, reflecting a range of impairments- from subtle behavioural deficits to more pronounced dysfunction- rather than the uniformly severe alterations typically induced in standard preclinical models [75–78].

The perinatal period is a critical phase of increased CNS vulnerability, fundamental for healthy synaptogenesis, GABAergic signalling, gliogenesis and myelination [79]. Previous studies on PA have primarily focused on higher-order processing regions, such as the frontal cortical areas, hippocampus and amygdala [80], all heavily implicated in neurodevelopmental disorders [81, 82]. The mPFC is a key region for top-down control of various higher-order cognitive processes, such as decision making, emotional regulation and attention [39, 40]. Our model resulted in a lasting increase in mPFC inhibitory synapses, while preserving neuronal and excitatory bouton numbers in male animals. Disturbances in inhibitory boutons of the mPFC have been associated with deficits in attention, impulse control and anxiety-like behaviours [83, 84]. Such alterations could lead to broad neuropathologies in a critical period of plasticity, potentially contributing to the neuropsychiatric consequences of PA. Our observations align with literature suggesting that inhibitory interneurons are particularly vulnerable to perinatal injuries and hypoxia due to their high metabolic demands and reliance on oxidative phosphorylation [85–89]. This supports the characterisation of neurodevelopmental disorders as ‘interneuronopathies’ [68, 90], emphasising GABAergic developmental and circuit alterations as key histopathological features [91, 92]. Furthermore, microglial responsiveness during development is crucial for the refinement of neuronal circuits, particularly those involving GABAergic signalling [93], which becomes critical under pathological conditions.

Inflammation plays a key role in the perinatal programming of neurodevelopmental disorders [94]. Microglial morphology, closely linked to transcriptomic and proteomic changes [35], serves as a sensitive marker of inflammation. We examined acute PA-induced morphological changes in microglia of males, and the observed inflammatory transformation supports our model’s applicability for investigating mechanisms of moderate PA. Disturbed inflammatory niches could interfere with neurodevelopmental programmes. Microglia influenced by early-life stress have been demonstrated to lose their long-term synaptosome phagocytotic function, leading to an increase in synaptic terminals [95]. Furthermore, GABA-receptive microglia have been shown to selectively interact with inhibitory synapses exclusively in the postnatal period [96]. It could be hypothesised that PA leads to a loss of this complex and specific function, affecting inhibitory synapse development more prominently.

It remains unclear whether microglial IL-1RA, which has been implicated in the molecular mechanisms of the inflammatory response [97], plays a role in PA-related inflammatory changes or if IL-1RA targets other cell types in this experimental model. Nonetheless, IL-1-induced neuroinflammation is a well-established contributor to oxidative stress and neuronal damage [27]. Our findings support this notion, demonstrating that pharmacological blockade of IL-1R resulted in altered microglial morphology in the mPFC and partial amelioration of histological and behavioural sequelae, particularly learning and attention in males. It is possible that IL-1RA influences cognition, without significantly impacting emotional behaviours like anxiety in this model. This domain-specificity may be attributed to regional differences in microglial functional characteristics, actions of IL-1 on other cells or the differential influence of IL-1-signalling on circuitry-specific processes, in line with brain regionspecific differences in therapeutic sensitivity to IL-1RA. Also, distinct circuitries are involved in regulating these behavioural domains. Attention and executive control are heavily reliant on mPFC-thalamic-striatal circuits, where IL-1 receptor expression follows a highly organised pattern in adult rodents [98], and interleukins have been suggested to modulate working memory and executive functions through effects on synaptic plasticity, neuroinflammation and neuronal excitability [99]. In contrast, anxiety-like behaviours are more strongly governed by amygdalar-hippocampal-hypothalamic networks [100], where IL-1 signalling may play a different role, potentially involving neuromodulatory systems. The developmental stage of these circuits in our model adds further complexity, as neuroimmune interactions may evolve with maturation. In addition, the density and activation profile of microglia, as well as the sensitivity of local circuits to IL-1RA, may vary substantially across these regions [101]. These differences may underlie the behavioural selectivity we observe. Further research is needed to clarify how IL-1 modulates functionally distinct circuits and to identify brain region-specific therapeutic sensitivities to IL-1RA.

Since inhibition of IL-1R is already employed in the management of inflammatory disorders [102, 103], inhibiting microglial IL-1 signalling appears to be feasible and translationally relevant for the mitigation of neuroinflammation in the context of PA. Previous preclinical studies on different models of early life disease have demonstrated that IL-1RA can effectively reduce inflammation and tissue injury, without reported side effects [104, 105]. However, the immune-modulating properties of IL-1RA warrant careful consideration, particularly in the context of neonatal immune vulnerability. In adult human patient populations, although IL-1RA is generally well tolerated, skin irritation and infectious complications have been reported, particularly with long-term use or in individuals with compromised immunity [106]. Importantly, a recent clinical trial has begun to assess the safety, feasibility and pharmacokinetics of IL-1RA administration in very preterm neonates, which will help guide future applications in the perinatal context [107].

Additionally, data from female subjects highlight the frequently observed sex-dependent susceptibility to PA-induced neuropsychiatric deficits [108]. This variability may be attributed, in part, to sexual dimorphism in inflammatory responses and microglial function in the perinatal period [109, 110].

Analysis of differentially expressed genes in the mPFC of PA males underpinned marked acute synaptic deregulation. Notably, upregulation of *Igsf9* is known to be induced by hypoxia in neural progenitor cells. Conversely, PA resulted in downregulation of *Col24a1*, an extracellular matrix (ECM) component, potentially disrupted by PA. Both are established regulators of axonal outgrowth, synaptic differentiation and inhibitory synapse maintenance [111–113]. Also, *Camk4* downregulation has been linked to disrupted synaptic plasticity, learning deficits and anxiety in rodents [114, 115]. Furthermore, the IL-1β has been shown to cause deregulation of the circadian rhythm-related transcriptional activator gene *Dbp* [116, 117]. Upregulation of *Acss2* may play a crucial role in Hypoxia-Inducible Factor 2 acetylation under hypoxic conditions [118]. Our comprehensive gene set enrichment analysis indicated PA-induced adjustment in mitochondrial energy transport and ATP metabolism and alterations in cell cycle regulation, aligning with previous literature [119, 120]. Notably, the analysis highlighted changes in GABA-related signalling, supporting our findings on increased sensitivity of inhibitory synapses to PA.

Recent literature shows that the extent and nature of long-term transcriptomic changes caused by PA appear to depend on injury severity and compensatory mechanisms over time [121]. Our pathway analysis in adult males revealed subtle alterations in epigenetic regulation, along with changes in immune and signalling pathways. These findings support the idea that long-term effects of PA are mediated largely by epigenetic mechanisms, which can influence gene regulation without necessarily producing large, sustained changes in steady-state mRNA levels [122]. Epigenetic modifications have been implicated in activity-dependent gene regulation during critical periods of brain development, and their dysregulation may contribute to persistent changes in neuronal function and behavioural outcomes [123]. Furthermore, early-life stress may increase vulnerability to subsequent challenges in adulthood [124], implying that differences in gene expression may potentially emerge following a secondary stressor, highlighting the importance of investigating such effects in future studies.

Acute IL-1RA treatment led to notable alterations in post-transcriptional and post-translational processes, including histone modification, mRNA splicing and protein methylation. PA may trigger key regulators of cellular response to hypoxia, such as Hypoxia-inducible factor 1 alpha (HIF-1α), which interacts with histone acetyltransferases and deacetylases to modulate chromatin accessibility [122]. Additionally, NF-κB-mediated inflammatory responses, which are closely linked to chromatin remodelling, are induced by IL-1β, proven to increase after PA [36, 125]. IL-1β also regulates RNA-binding proteins and splicing factors, disrupting normal mRNA processing under hypoxic stress [126]. These pathways may be partially suppressed by pharmacological IL-1 inhibition. The fact that IL-1RA treatment modulated these processes supports the hypothesis that neuroinflammatory signalling can influence epigenetic modifications and suggests that IL-1RA engages distinct regulatory mechanisms, rather than directly counteracting the pathways disrupted by PA.

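Across the 13334 genes, the fold changes of PA in vehicle-treated animals and of IL-1RA after PA had a Pearson correlation of -0.27 (Spearman -0.12), taken over genes, which are not independent replicates. Both comparisons use the PA vehicle libraries, with opposite sign, so that a negative value arises without any effect. Over 100 sets of permuted group labels the mean correlation was -0.47 (-0.75 to -0.03). The observed covariance of -0.0046 was less negative than the permuted mean of -0.011. Permuted groups differed more along principal component 1 than the real groups (mean 8.79% against 3.63% of its variance). Permuted values can be more negative for this reason, so they cannot decide on a return toward control. When the PA vehicle libraries were divided between the comparisons, 4 to one and 5 to the other, the mean correlation over 50 divisions was 0.15 (-0.04 to 0.47). The no-filter setting, with every gene of at least 1 count, gave a correlation of -0.44 for the undivided libraries.
The fold change of PA was also measured in IL-1RA-treated animals, which share no library with the vehicle-treated ones. The correlation over genes between both PA effects was 0.19, and 13 of 100 permuted label sets gave a value as high. With no filter on low counts it was 0.022. For ENSRNOG00000021027 the log2 fold change of PA with IL-1RA was 0.32 (standard error 0.094, adjusted p = 0.0068 over the 4 identifiers from edgeR's quasi-likelihood test, 0.96 over all genes). ENSRNOG00000008054 had 0.23 (0.11), ENSRNOG00000020478 -0.18 (0.092) and ENSRNOG00000014143 -0.10 (0.097), each of the same sign as in vehicle-treated animals, with adjusted p of 0.0805, 0.0805 and 0.291 over the 4 identifiers. PA libraries had lower mean library numbers than control libraries, both with vehicle (19.9 against 23.2) and with IL-1RA (18.75 against 22.6). Variation between libraries followed the library number in part. Library order could thus push both PA effects the same way, and how far it adds to their agreement was not tested. From pathways altered by IL-1RA, the paper proposes that IL-1RA acts through mechanisms of its own and does not directly counteract those disrupted by PA.

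**Figure D3:**
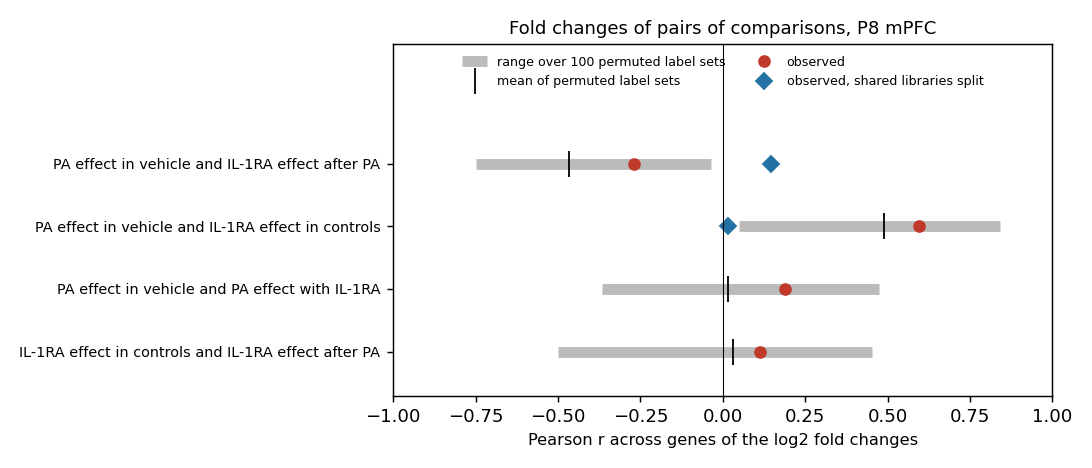
Pearson correlation across genes (x axis, no unit) of the log2 fold changes of 4 pairs of comparisons (y axis). Circles are observed values, bars the range and ticks the mean over 100 permuted label sets, and diamonds the mean with shared libraries divided. The pair of PA and IL-1RA after PA lies at -0.27 against a permuted mean of -0.47, and at 0.15 with the libraries divided. Permuted groups differed more along principal component 1 than the real groups, so the permuted mean cannot decide on a return toward control.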

Pathological hyperperfusion changes, derived from neuroimaging of blood flow changes 24 h after the PA insult, are known to trigger radical and nitric oxide-driven damage and inflammation [127]. Interestingly, excessive relative perfusion was observed in brain regions critical for cognitive and emotional functioning, characterised by high metabolic activity during development, rendering them particularly vulnerable to hypoxia [128, 129]. In line with this, normal microglial function is essential for adaptation to cerebral hypoperfusion [38], which may be disturbed by inflammatory transformation. Hence, acute perfusion neuroimaging may be a valuable prognostic tool in cases of mild to moderate PA [130].

PA resulted in an acute burst in stress-related hormones, demonstrating its capacity as an early-life stress paradigm that activates the HPA axis [47]. Intriguingly, at P7 we observed reduced levels of corticosterone alongside aldosterone and ACTH increase, underscoring the distinctive characteristics of the neonatal stress-hyporesponsive period, during which aldosterone is implied to play a key role in the hormonal stress response [131].

This study has its limitations in the representation of peripartum adaptive mechanisms and immunological milieu that certainly affect the course of PA in human neonates. Moreover, future studies combining male and female animals in a single cohort should formally test interactions between sexes to provide formal evidence of the differences in behavioural alterations. In addition, females were not evaluated for oestrous cycle phases during behavioural testing; doing so would have been challenging without disrupting the integrity of complex, multi-day behavioural studies. Incorporating such assessments will be essential for obtaining a thorough understanding of how oestrous cycle phases influence behaviour in future research. Our focus was primarily on the mPFC, driven by the observed behavioural consequences of PA. Other critical brain areas and circuits involved in higher-order processing, and cell type-specific analysis of gene expression changes warrant further investigation.

In conclusion, we employed a translationally relevant rodent model of mild to moderate PA that provides a means to investigate the subtle neuroinflammatory mechanisms underlying behavioural alterations that manifest later—specifically in male animals—and closely resemble those observed in human patients. Our findings highlight both the short- and long-term therapeutic effects of acutely administered targeted anti-inflammatory treatment (IL-1RA) on the histological and behavioural consequences of PA in males. These results suggest that IL-1RA may serve as a promising therapeutic option for the early prevention of immune-mediated cognitive deficits, useful for optimising treatment strategies for PA in clinical settings.

## Supplementary information

Supplementary material

## Data Availability

The datasets generated and analysed during this study are available from the corresponding author upon reasonable request. RNA sequencing data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE295589.

# Supplementary material for: Inflammatory mechanisms contribute to long-term cognitive deficits induced by perinatal asphyxia via interleukin-1
**Source:** Neuropsychopharmacology. 2025 Oct 2;51(2):440–54. doi: 10.1038/s41386-025-02227-8
**Supplement:** Supplementary file 1 — Supplementary material

# SUPPLEMENTARY MATERIALS

## Materials and Methods

**Animals**

Rats were housed in temperature (24±1 °C) and humidity (50±10 %) controlled rooms under a 12-hour light-dark cycle, with ad libitum chow (Special Diets Services, VR1) and water. Breeding pairs were cohoused for 5 days, and dams were isolated for the remainder of pregnancy. Litters were culled to 8-10 pups per litter on postnatal day 0 (P0) to minimise maternal care variations. Pups were individually marked on P3 with a green tattoo (Micro-Tattooing System, Harvard Apparatus, USA; Ketchum Animal Tattoo Ink Paste, Canada) for identification. After weaning (P21), animals were group-housed (3-4 rats per cage, Tecniplast 1291H Eurostandard III H) with same-age, same-sex and same-treatment mates, in a reverse circadian light-dark cycle room (lights on at 7 PM, off at 7 AM) and habituated to experimenters for one week before behavioural testing.

### Perinatal Asphyxia Insult (PA)

At P7, male and female pups were separated dams, weighted, and randomly assigned to treatment chambers (30x15x20 cm) with perforated plexiglass dividers for individual isolation during PA and recovery. Chambers were placed in an isothermal water bath (35.6 °C; WNB 45, Memmert, Germany). Based on pilot experiments, the pups were kept for 45 minutes to equilibrate their core temperature to normothermia (37.0-37.5 °C).

Thereafter, treatment chambers were filled with a PA-inducing gas mixture (4% O_2_ and 20% CO_2_ in N_2_; Messer Hungarogáz Ltd, Hungary), with continuous O_2_ and CO_2_ concentration monitoring (TR250Z Oxygen Sensor, K-33 BLG Sensor, CO_2_Meter Inc., USA). After 15 minutes of exposure to the PA-inducing gas mixture, the chambers were opened and ventilated to restore normoxia. The pups were allowed to recover from the insult for 45 minutes before returning to dams. PA resulted in 25-30% mortality, with no sex differences. No further mortality occurred among pups. Control pups were separated from dams for the same duration in chambers filled with room air throughout the experiment (Fig. 1A). Animals were semi-randomly assigned to experimental groups within litters, using alternation to avoid litter effects and ensure balanced group sizes.

### Behavioral testing

Juvenile and adult behavioral experiments were performed during the first half of the active (dark) cycle in a separate experimental room. To minimise confounding effects and carry-over between tests, the assessment started with the less stressful tests and ended with those recquiring food-restriction (e.g., 5-CSRTT). To adhere to ethical guidelines and reduce animal use, each animal participated in multiple tests, ensuring comprehensive assessment without overtesting. The early neurodevelopmental tests, playfight, accelerating rotarod, social interaction test, resident-intruder test, and Y-maze tests were analysed manually in a blind manner or by Solomon Coder (<https://solomon-coder.software.informer.com/download/>.), while the hole-board, open-field, elevated plus maze, sociability and social recognition, contextual fear learning and Morris water maze tests were analysed with EthoVision XT 13 or 15 software (Noldus Information Technologies, Wageningen, The Netherlands). The delay discounting, 5-CSRTT, set-shifted 5-CSRTT and Go/no-Go tasks were performed in automated operant chambers (Med Associates, USA). The testing tools were cleaned with soapy water or 70% ethanol between the trials and dried with a paper towel.

In cognitive tests performed in automated operant chambers, the feeding of the subjects was restricted throughout the testing period to increase their motivation for food rewards (45 mg, Dustless Precision Pellet F0021, Bio-Serv, USA). Four days before the operant tests the animals were separated and kept individually for precise dosage of the amount of the restricted food pellets. Animals were weighed every three days and their food was adjusted to keep them at 85-95% of their original body weight. Females were not assessed for estrous cycle phases during behavioral testing as this would have been difficult to achieve without disturbing complex behavioural studies. However, behavioural assessments extended over multiple days likely encompassing all stages across the testing period. At the end of behavioural assessments, termination with CO_2_ was performed on those animals who did not take part in histological studies.

#### Early neurodevelopmental testing for robust neurological defects

Pups underwent neurological tests for gross motor assessment and ultrasonic vocalization measurement at age P8 (24h after the PA insult). The number of animals tested was 15-16/ treatment group.

**Surface righting reflex test**: To investigate the intactness of the locomotor and vestibular systems^1^, the pups were placed in supine position on a supporting surface. The time needed to return to their normal prone position with all paws on the surface (max. 30 sec) and the side of the turning was registered.

**Negative geotaxis test**: To assess the sensorimotor integrity, coordination and vestibular response of the pups^2^, they were placed on an inclined board at 45^o^ (30x30 cm) covered by cloth paper facing downward. The time needed for the pups to rotate 180o and take an uphill position (max. 45 sec) was recorded and analysed.

**Measurement of ultrasonic vocalization (USV)**: To measure separation-induced US vocalization, a common test of neonatal emotional function^3^, pups (P8) were individually placed in a glass beaker (Ø 12 cm, 18 cm high) without bedding or heating for 10 minutes. All animals were tested under identical environmental conditions, and the influence of ambient temperature on vocalisation was consistent across groups. Ultrasonic microphones (CIEL-Electronique CDB 205 R2) placed 10 cm above the beaker converted the vocalizations to audible sounds. Audacity 2.0.5 (Creative Commons, USA) free software was used to register the time-pattern (frequency and cumulative duration) and spectrum of the vocalizations. The recordings were later analysed by a Rat Call Counter, developed by S. Zsebők^4^. The threshold value was set at a signal amplitude of 0.4 mV to exclude background noise.

#### Juvenile emotional and cognitive testing

**Playfight test:** Playfight test was performed at the age of 26-28 days to examine the animals’ early social and aggressive behavioral patterns^5^. The number of animals tested was 10/ treatment group. After two days of 10min individual habituation to the test room and cages, the animals were isolated for 3.5h in standard home cages and then placed in the testing cage in pairs, and video recorded for 10 minutes. Rats of the same sex and treatment but unfamiliar to each other were paired. One of the animals was marked with semi-permanent dye for easier differentiation one day prior to testing.The frequency and duration of exploring, sniffing, grooming, pouncing, pinning, jabbing, kicking or defence were measured using an event recorder software based on the criteria previously described by Veenema and colleagues^6^.

**Hole-board test:** At adolescent age (P30-35) the rats took part in a hole-board test to examine their exploratory behavior and spatial learning abilities^7^. The number of animals tested was 15-16/ treatment group. Before the test, the animals were food-deprived for 1h to increase their motivation. On the habituation day the animals were placed in the test boxes for 10 min to explore the arena (79 × 54 × 35 cm, black plastic box) that had 16 uniformly positioned round holes in its floor. On days 2-4 (learning phase) every hole was filled with one sugar pellet (45 mg Dustless Precision Pellet F0021, Bio-Serv, USA) and the edge of each hole was marked with a piece of white adhesive tape. This phase took 5 min or less if the animal ate all the pellets in a shorter time. On days 5-6 (test phase, 5 min or less) only four holes were filled and marked and the animals were expected to learn that only the marked holes contain food pellets. On days 7-8 (reverse learning test phase) four other holes were filled and marked to examine the animals’ ability to flexibly associate the newly marked holes with the reward. The latency to eat all pellets and the number of correct and incorrect nose pokes were measured (the latter two only in reverse learning phase).

**Y-maze test:** The Y-maze is a behavioral test that measures the willingness of rodents to explore new environments and is widely used for testing spatial working memory^8^. The number of animals tested was 15-16/ treatment group. The subjects (P24) were placed in a Y-shaped grey plexiglass maze (arm 45 × 17 × 30 cm, the angle enclosed by the arms is uniformly 120°) for 5 minutes, with the test-room brightness adjusted to ≤ 60 lux. The percentage of spontaneous alterations was later analysed. A spontaneous alternation was defined by entering into the three arms consecutively without repeated same-arm visits. The alternation index was defined as the ratio of actual and possible alterations (defined as the total number of arm entries minus two) multiplied by 100 as shown in the following equation: Alternation% = [Number of alterations/(Total arm entries − 2)] × 100.

#### Adult behavioral tests

**Rotarod test:** The rotarod test is used to assess the sensorimotor coordination and motor learning in rodents^9^. Here, on day 1 (training day) the rotarod (IITC, USA) was set to a constant rotation speed of 4 rpm and the animals were placed on the rod for a maximum of 5 times until they were able to stay on it for 180 sec; Thirty-minute intertrial intervals were applied between attempts. On day 2 (test day) the rotarod was set to an accelerating speed of 4 to 25 rpm in 180 sec and the animals’ latency to fall was measured. The brightness in the room was adjusted to 70 lux or less during the experiment. The number of animals tested was 9-12/ treatment group.

**Open field test:** Open field (OF) test was performed at a young (P33, N= 5-9/ treatment group) and older adult (P87, N= 6-11/ treatment group) age under infrared lighting to evaluate the locomotion, exploratory behavior and anxiety state of the animals^10^. The distance travelled, as well as the number of entries and time spent in the center zone (50% area of the whole arena) of the OF box were analysed during the 10-minute trial period. At age P33 the size of the black coloured OF apparatus was 79x54x35 cm, at age P87 a circular OF arena was used (100 cm Ø, 35 cm high wall).

**Elevated plus-maze test:** The elevated plus-maze test (EPM) was performed to assess the locomotion and anxiety state of the animals by analysing the total distance travelled, the number of entries and time spent in the open arms during the 5-minute trial period^11^. The number of animals tested was 6-11/ treatment group. The subjects were placed in the central area of a plus-shaped maze facing a closed arm of the grey plexiglass EPM apparatus, which was elevated to a height of 70 cm, each arm having 42x12 cm floor space, and the closed arms having 35 cm high walls; infrared lighting was used during testing.

**Delay discounting procedure:** The delay discounting procedure (DD) measures the impulsive behavior of rodents^51^. The number of animals tested was 6-11/ treatment group. The procedure was performed on food restricted animals similarly to that employed by Adriani et al.^12^ and adopted to our automated operant chamber system (Med Associates, USA). The DD procedure started with a training phase (30 min daily for 5 days) in which subjects were trained to respond on one of the two nose poke response holes placed on the operant chamber wall in order to receive a ‘small reward’ of one sugar pellet (45 mg Dustless Precision Pellet F0021, Bio-Serv, USA), while response on the other nose poke response hole resulted in the delivery of a ‘large reward’ of 5 sugar pellets. Rewards were delivered to a pellet delivery receptacle placed between the two nose poke holes. The side of the ‘large-reward’ hole was randomly assigned in order to avoid side-preference. Each subject was placed in the same chamber with a constant hole assignment throughout the entire testing period. Chamber light was switched on for a 25 s time-out (TO) period following a response on any of the holes, making the chamber light a cue associated with a correct response. During the TO period nose-pokes were recorded but not rewarded. At the end of the training phase, subjects showed a preference for the ‘large reward’ nose poke response hole in approximately 90% of all trials. In the test phase (30 min daily for 8 days) a delay was inserted before ‘large reward’ delivery. The length of the delay was progressively increased daily (10, 20, 30, 45, 60, 80, 100 and 120 s). ‘Small rewards’ were delivered immediately after nose poke. In this phase, subjects were expected to gradually switch their preference from the delayed ‘large reward’ to the immediate ‘small reward’. During the training phase, the learning capacity of the animals was assessed by analysing the increase in large reward preference. In the test phase, impulsive behavior was indicated by the increased preference of the small immediate reward. The number of inadequate responses was also recorded, representing premature reactions during time-out and delay periods reflecting motor impulsivity, the inability to inhibit inappropriate actions.

**Morris water maze test:** To study the spatial learning and memory of the rats, a modified Morris water maze test (MWM) was performed^13^. A black coloured, round shaped tank (Ø180 cm, 60 cm high) was filled with tempered tap water (23±1°C), with a water level 1.5 cm higher than the hidden escape platform (Ø12 cm, 43 cm high). The apparatus was divided into 4 virtual quadrants, and the platform was placed in the middle of one of the quadrants. The walls of the experimental room were decorated with visual cues and the test room was illuminated by dimmed light (approx. 60 lux)^11^. The number of animals tested was 10-12/ treatment group. Animals were placed in the pool at one of the five release positions for four daily trials with 15-second inter-trial intervals (ITI) for five consecutive days. The order of releasing positions was randomised daily but kept constant between subjects. Rats were placed into the water facing the tank wall and were allowed to swim freely. Each trial continued until the animal located the hidden platform, with a maximum duration of 90 seconds. If the animal failed to find the platform within this time, it was gently guided to it. After reaching the platform, all subjects remained there for 15 seconds before being moved to the next starting point for the following trial. Rats were thoroughly dried with clean cotton towels after the swimming sessions. The average daily time taken to find the platform (escape latency) was used as a measure of learning performance.

**Five choice serial reaction time task procedure:** The five choice serial reaction time task procedure (5CSRTT) is widely used to measure attention, impulsivity and cognitive abilities in rodents. In our experiment, a 12-stage protocol was performed, as previously described by Bari and colleagues^14^. The number of animals tested was 6-7/ treatment group. Briefly, adult rats were tested during 30 minutes daily session for six weeks, each week consisting of five consecutive test days followed by a two day resting period (approx. 30 sessions/subject in total). During sessions, animals were trained to detect brief visual stimuli (LED light) that appeared in a random order inside one of the five nose poke response holes placed on the chamber wall and make a nose poke response at the illuminated hole. A nose poke in such ’rewarded’ response hole during the light cue or the following pre-determined time interval (limited hold) resulted in the delivery of a sucrose pellet into a receptacle located on the opposite wall of the chamber. Response errors were represented by the number of omissions (when no response was made during the trial), incorrect responses (responses at a non-illuminated hole) and premature responses (response before the visual cue switched on), all of which were punished by a 5 second dark period. If subjects fulfilled the predetermined criteria for the given stage (for description of criteria see Bari et al.), they were subjected to the next upper test stage at the following daily session. Cue and limited hold length progressively decreased with sessions while criteria became progressively more difficult to fulfill. The average of the highest stage reached, response accuracy and the number of sessions needed to reach a particular stage were analysed across treatment groups. During the testing period subjects were kept on a restricted diet in order to increase their motivation to perform in the task for sucrose pellet rewards. Food restriction was initiated 3 days prior to the first test session and food amount was adjusted to maintain 90% (±5%) of initial body weight.

**Set-shifted 5-CSRTT procedure:** Adult rats (N=11-15/ treatment group) were tested in 2 test phases to measure operant learning, attention and cognitive flexibility. Animals were tested for 30 minutes daily for six weeks in automated operant chambers. In Phase 1, subjects were trained to respond in either the 2nd or 4th nose poke response hole out of 5 holes on the wall of the operant chamber set up in a similar manner as described at the 5CSRTT. At the beginning of every trial a cue light randomly illuminated one of the five nose poke response holes which was an irrelevant stimulus and had to be ignored by the subjects. Correct response was rewarded with a sucrose pellet. The position of the rewarded hole was constant during this phase and was randomly assigned across subjects in order to prevent side preference. If the subjects acquired ≥80% accuracy (ratio of correct out of all responses) on two consecutive days, the test was continued in Phase 2. This phase was identical to the first stage of 5CSRTT described above.

Go/no-Go task: To measure response inhibition, a Go/no-Go task^15^ was performed for three weeks. Animals (N=7-9/ treatment group) were trained in two sequential task-phases in automated operant chambers (Med Associates, USA) for 30 min each daily session. In the first (’Go’) phase, subjects were trained to make a nose poke response to a light cue (’Go’ stimulus) at a predetermined rewarded hole of two nose poke response holes on the wall of the chamber in order to receive a reward pellet. If the subjects reached >80% response accuracy on two consecutive days, the second (’Go-no-Go’) phase began. In this phase, besides the ’Go trials’ described above, ’no-Go trials’ were presented, during which an auditory -cue (’no-Go’ stimulus) was added to the visual ’Go’ cue. During ’no-Go’ trials omission of response was rewarded while responding did not result in reward delivery. ’Go’ and ’no-Go’ trials were presented in a random order with a maximum of three consecutive trials of the same type. Response accuracy was separately recorded for ’Go’ and ’no-Go’ trials.

**Social interaction test:** For the social interaction test^16^, animals of identical treatment group (N=7-9/ group), same sex and similar body weight (less than 10% body weight difference) were assigned in pairs. The stimulus rats were completely unfamiliar to the experimental animals, and originated from a different litter. This ensured that the interaction reflected social exploratory behaviour rather than recognition of familiar conspecifics. One of the subjects was marked with semi-permanent dye for easier differentiation two days prior to testing. The animals were separately habituated to novel test-cages filled with clean bedding for 10 min on two consecutive days before the test. On the test day the pairs were placed together in the unfamiliar testing cages for 10 minutes under low light conditions, behavior was video recorded and their resting, exploring, grooming, sniffing, offensive/ defensive and biting behavior were scored later by an experimenter blinded to treatment groups.

**Sociability and social recognition test:** To further study the social behavior of the rats^17^, they took part in the sociability test performed in a 3-chamber-sociability box (central chamber 30x50x40cm, lateral chambers 50x50x40cm), which contained two empty cylinders with perforated, transparent walls on the left and right sides. 11-12 animals were tested from each treatment group. First, the animals were habituated to the test-box for 10 min, during which they explored the chambers and were expected to be equally interested in both cylinders. After completing the habituation, the animals were placed into clean bedded cages for 3 minutes and an unfamiliar juvenile rat (P28-P32) of the same sex was placed inside one of the cylinders. During the second (sociability) phase the animals were allowed to freely explore the apparatus for 10 minutes. The behavior of the animals was video-recorded and analysed afterwards. Sociability index was calculated as (time spent in the ‘social’ chamber)/(time spent in the ‘social’ chamber + time spent in the ‘empty’ chamber).

**Resident- intruder test:** To measure territorial aggressive behavior, resident-intruder test was performed^18^. 3 days prior to testing the animals (N= 11-12/ treatment group) were transferred to individual cages with clean bedding to evoke their territorial behavior. On the testing day a smaller sized, unfamiliar male opponent (intruder) was placed into the cage of the tested (resident) animals for 20 minutes. The tests were video-recorded and then analysed blindly by an experienced researcher, taking into consideration the latency, frequency, location, and intensity of bites.

**Contextual fear learning:** For contextual fear conditioning, female rats (N=11-15/ treatment group) were placed into a clear Plexiglass chamber (40 × 40 × 40 cm) with an electrical grid floor (Coulbourn Instruments). Fear conditioning was performed at maximum light intensity for 7 minutes, delivering 10 shocks of 2.4 mA after a 2.5 min habituation period. Long-term contextual fear recall (Context A) was tested for 5 minutes in the same experimental room, equipment and by the same experimenter 28 days after fear conditioning. Fear extinction (Context B1 and B2) was assessed on the following days for 20 minutes in a completely different setting (different room, illumination, equipment, experimenter)^19^. Time spent freezing was analysed. Software parameters and thresholds were optimised to reach R> 0.9 correlation with treatment-blind manual scoring.

For downstream analyses such as immunohistochemistry and transcriptomic profiling, we focused on male animals, as behavioural alterations were predominantly observed in this group following perinatal asphyxia. Given our aim to characterise mechanistic changes associated with the observed phenotype, we prioritised analysis in the group where a robust behavioural effect was detected.

### Immunohistochemical Studies

#### Fixation and Tissue Processing

For histological studies, a subset of animals was deeply anaesthetised with isoflurane (P8) or a mixture of ketamine (75 mg/kg) and xylazine (15mg/kg; adults). The animals were perfused transcardially with 0.1 M phosphate-buffered saline (PBS) and 4% paraformaldehyde (PFA) in PBS (pH 7.4). Brains were removed and post-fixed overnight in 4% PFA in PBS. For tissue processing, brains were cryoprotected in 30% sucrose-PBS for 48 hours at 4 °C. 30 μm sections were cut using a freezing sliding microtome and stored in cryoprotectant solution (50% sodium phosphate buffer, 30% ethylene glycol, 20% glycerol) at -20 °C.

#### Fluorescent Immunostaining and Image Analysis

Free-floating brain sections (N= 5 / treatment groups) were washed in Tris-buffered saline with Tween-20 (TBS-T) and underwent antigen retrieval in 10 mM boiling sodium citrate buffer (15 minutes, 85°C). After washing, sections were blocked in 5% normal goat or donkey serum in PBS for 1 hour at room temperature (RT), then incubated overnight with primary antibodies (*Supplementary Table 1*) diluted in 5% normal goat or donkey serum. On day 2, after washing and blocking with 5% normal serum, sections were incubated for 1 hour with a mixture of fluorescently conjugated secondary antibodies (*Supplementary Table 2*) at RT. Following washing, sections were mounted using Mowiol 4-88 (Merck, Germany). Images were acquired with a Nikon C2 confocal microscope (Plan Apo VC 20x DIC N2, NA = 0.75, xy 0.18 μm/pixel). Image analysis was performed using Ilastik 1.4.0 software for pixel classification^20^ and Fiji software^21^ for particle analysis. Custom macros were developed for the quantification and colocalization analysis of synaptic puncta acquired at 60x magnification. Custom macros automated background subtraction, Z-stack splitting and puncta detection or colocalization around cellular somas using intensity- and size-based filtering.

#### Analysis of Microglial Morphology

15-step Z-stack images were acquired using a Nikon C2 confocal microscope with a Plan Apo VC 20x DIC N2 objective (NA = 0.75) and a pixel resolution of 0.3 μm in the xy-direction, with 0.5 μm z-step size. Images were obtained from the infralimbic (IL) and prelimbic (PRL) regions of control and PA groups (N=6-7/ treatment groups). For analysis, an open-source microglial morphology analysis pipeline was used^22^. An object mask size of 300 μm² was applied. Pearson's r correlation coefficients were calculated to assess the target correlations between variables and group identity. RandomForest classification modelled the relationship between variables and group membership (control vehicle vs. PA vehicle and PA vehicle vs. PA IL1-RA). Before analysis, all 40 variables describing morphological aspects of microglial cells were standardised and feature importance was derived from RandomForest models with 100 estimators through a bootstrapping procedure consisting of 30 iterations of independent subsampling and model training. Analyses and visualisations were performed using Python (https://www.python.org/) and Sklearn (<https://scikit-learn.org>). All features are presented on panels A and C of Supplementary figure 5.

### Acute hormone measurements

For the estimation of acute hormonal changes caused by PA, trunk blood was collected from pups at P7 in baseline conditions (less than 5 minutes after separation from dam) and after PA (0h, 1h, 4h and 24h post-PA, N=6-7/ timepoint). The animals were rapidly decapitated, blood was sampled in ice-cold EDTA-containing tubes, centrifuged (2000 g, 20 min, 4 ^o^C), and plasma was stored at -20 ^o^C. ACTH, corticosterone and aldosterone concentrations were determined by radioimmunoassay (RIA), measuring all samples in the same assay. ACTH and aldosterone assays followed the protocol of Zelena et al.^23^ Corticosterone, was pleasured using a method of Toth et al.^24^ A specific rabbit antiserum against corticosterone-3-carboxymethyloxime (prepared in our Institute in rabbits), and 125I-labeled carboxymethyloxime–tyrosine–methyl ester derivative tracer (catalogue no. I-RBO-36, Institute for Isotopes, Budapest, Hungary) were used.

### SPECT and MRI Imaging

The effect of PA on cerebral blood volume was assessed 24 hours post-PA (N= 4-6 animals/ treatment group/ imaging method) by dextran-coated iron oxide nanoparticles determined by 1 Tesla MRI volumetry^25^ (coronal/vertical T1-weighted gradient echo sequencing, 80 axial slices of 0.3 mm thickness, 200 × 200 pixel, TR/TE/FA 11.2/2.1/65; nanoScan 1T PET/MRI; Mediso Ltd., Budapest, Hungary). Manual delineation of brain regions was performed using vivoQuant 1.22 software (inviCRO-Konica-Minolta Inc., Boston, US). Brain perfusion was measured by Single-Photon Emission CT (SPECT) imaging with 99mTc-HMPAO (Hexamethylpropyleneamine Oxime; Medi-Radiopharma Ltd., Budapest, Hungary). HMPAO was labelled with eluated 99mTc (Ultra-Technekow Technetium Generator, Mallinckrodt Medical, Petten, Netherlands) and physiological saline was injected in 74.5+/-8.9 MBq dosage in 0.2 ml saline into the tail vein. During the acquisitions, the animals were anaesthetised with 2% isoflurane in oxygen and placed on a dedicated bed (Mediso Ltd, Budapest, Hungary) in prone position. SPECT scans were performed in standard mode with 4 frames of 45 seconds each, 80 s time frame, for a total acquisition time of 1 hour, using a multi-pinhole collimator (nanoScan SPECT/CT system, Mediso Ltd., Budapest, Hungary) 30 min after radiotracer injection. Reconstructions were performed in Nucline software (Mediso Ltd., Budapest, Hungary) with the internal MHHQ image reconstruction parameter set applied, followed by manual segmentation of the respective brain areas. Obtained values were evaluated in comparison to brainstem using Fusion software (Mediso Ltd. Budapest, Hungary).

### RNA Sequencing and Analysis

A subset of animals was deeply anaesthetised with isoflurane (P8, N=8-10/ treatment group) or a mixture of ketamine (75 mg/kg) and xylazine (15mg/kg; adults, N= 5/ treatment group), followed by quick decapitation. Brains were manually removed 24 hours after PA induction or in adulthood under baseline conditions and immediately cooled on wet ice.  Brains were dissected into coronal blocks using a stainless steel brain mold. Bilateral medial prefrontal cortices were microdissected with a sterile blade, guided by the Paxinos and Watson atlas^26^. Total RNA was isolated from homogenized tissue samples using the RNeasy Lipid Tissue Mini Kit (Qiagen, UK). This was followed by DNase treatment to remove DNA contamination. The concentrations and quality of the extracted RNA samples were assessed using an Agilent TapeStation (Agilent Technologies, USA). All samples had a similar RNA Integrity Number (RIN) above 9.5. Libraries were prepared using the Illumina Stranded mRNA Prep, Ligation kit (Illumina, Inc., USA, #20040534) according to the manufacturer's protocol. Paired-end sequencing was performed on an Illumina NextSeq 2000 Sequencing System using NextSeq 2000 P3 Reagents (Illumina, Inc., USA, 20040560). FastQC (Babraham Bioinformatics, UK, Andrews, 2010, FastQC: a quality control tool for high throughput sequence data, https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used to assess the quality of the raw sequence data. Alignment-independent gene-level quantifications were executed using the Salmon tool^27^ with the Rattus_norvegicus.mRatBN7.2.106.gtf annotation file from Ensembl BioMart. Subsequent analyses were performed using the R programming language (https://www.r-project.org/) and RStudio (version = 2023.6.1.524, <http://www.posit.co/>).

The tximport package (version = 1.24.0)^28^ was used to summarize the results into a data matrix. Gene expression analyses were performed using the DESeq2 package (version = 1.36.0)^29^ with pairwise contrasts for the investigated comparisons. Genes with at least 10 counts per group were considered relevant and retained for further investigations. To control for multiple testing, a false discovery rate (FDR) of 0.1 was applied for P8 samples and 0.2 for adult samples. Due to the prolonged moderate effects of the treatment, a more permissive FDR value was applied for the pathway analysis in adult samples. Volcano plots to visualize differential gene expression patterns were generated with the EnhancedVolcano R package (version = 1.14.0)^30^. Ranked lists were created from the log2 fold change (log2FC) and p-values of all experimentally investigated genes using signed p-values (rankings = sgn(log2FC * [-log10p-value]). Gene set enrichment analyses were conducted using the fgsea package (version=1.22.0)^31^ applying Normalized Enrichment Scores (NES), a statistical measure used to evaluate the degree to which a gene set is enriched at the top or bottom of a ranked list of genes. A positive NES value indicates that the gene set is enriched at the top of the ranked list, suggesting that the genes in this set are more highly expressed (positively correlated with the phenotype of interest), while a negative NES value indicates that the gene set is enriched at the bottom of the ranked list, suggesting that the genes in this set are more lowly expressed (negatively correlated with the phenotype of interest). The analyses utilized Gene Ontology: Biological Pathways and Gene Ontology: Molecular Functions gene set collections from the Molecular Signatures Database (MSigDB, <https://www.gsea-msigdb.org/gsea/msigdb/collections.jsp>). The analyses were performed using the fgseaMultilevel function, retrieving Benjamini-Hochberg correction-adjusted p-values for every pathway. Functional enrichment dotplots and pairwise similarity plots were generated using the clusterProfiler (version = 4.4.4) and enrichplot R packages (version = 1.16.2)^32^. On the dotplots gene sets with NES > 0 (“activated”) are enriched for genes with positive signed p-values (upregulated). In contrast, gene sets with NES < 0 (“suppressed”) are enriched for genes with negative signed p-values (downregulated) in the phenotype of interest. Pairwise similarity calculations are based on computing Jaccard similarity indices between all enriched terms using their gene sets (Jaccard = Number of shared genes between two terms/Total unique genes in both terms). The similarity matrix was used to perform hierarchical clustering using the hclust clustering method.

### Statistical analysis

Group allocation was performed by an experimenter not involved in data collection or analysis. During the experiments, investigators administering IL-1RA treatment and performing behavioural tests were blinded to group allocation. Outcome assessments, including histological, imaging, and molecular analyses, were conducted in a blinded manner, until all statistical tests were completed. Sample size determination was based on pilot data and prior studies of our lab, and previous publications using similar behavioural paradigms. Power analyses were conducted using G*Power 3.1.9.7, with an alpha level of 0.05, and a power (1–β) of 0.7, in line with commonly accepted standards. Behavioural data from males and females were collected and analysed independently, at no point were sexes pooled or mixed within groups for analysis. Behavioural testing and adult molecular/histological analyses were performed in independent cohorts to avoid confounding effects from prior testing. Animals were excluded if they exhibited signs of illness or if technical problems prevented reliable data collection. For behavioural testing, animals failing to engage with the task were excluded (e.g., one animal was excluded for unability to do nosepokes in the 5-CSRTT). Outlier data points (more than 2 SDs from the group mean) were assessed for technical errors and removed when justified (Supplementary table 7). For normality assessment GraphPad Prism (version 8.0.1, GraphPad Prism Software Inc., USA) and Python (version 3.10.0, https://www.python.org/) with *numpy* 1.26.4, *pandas* 1.5.3, and *scipy* 1.10.1 were used. In the case of synaptic boutons and microglia, outliers were excluded from visualisation using the ROUT method (Q = 5%).

# Supplementary figures and legends

**
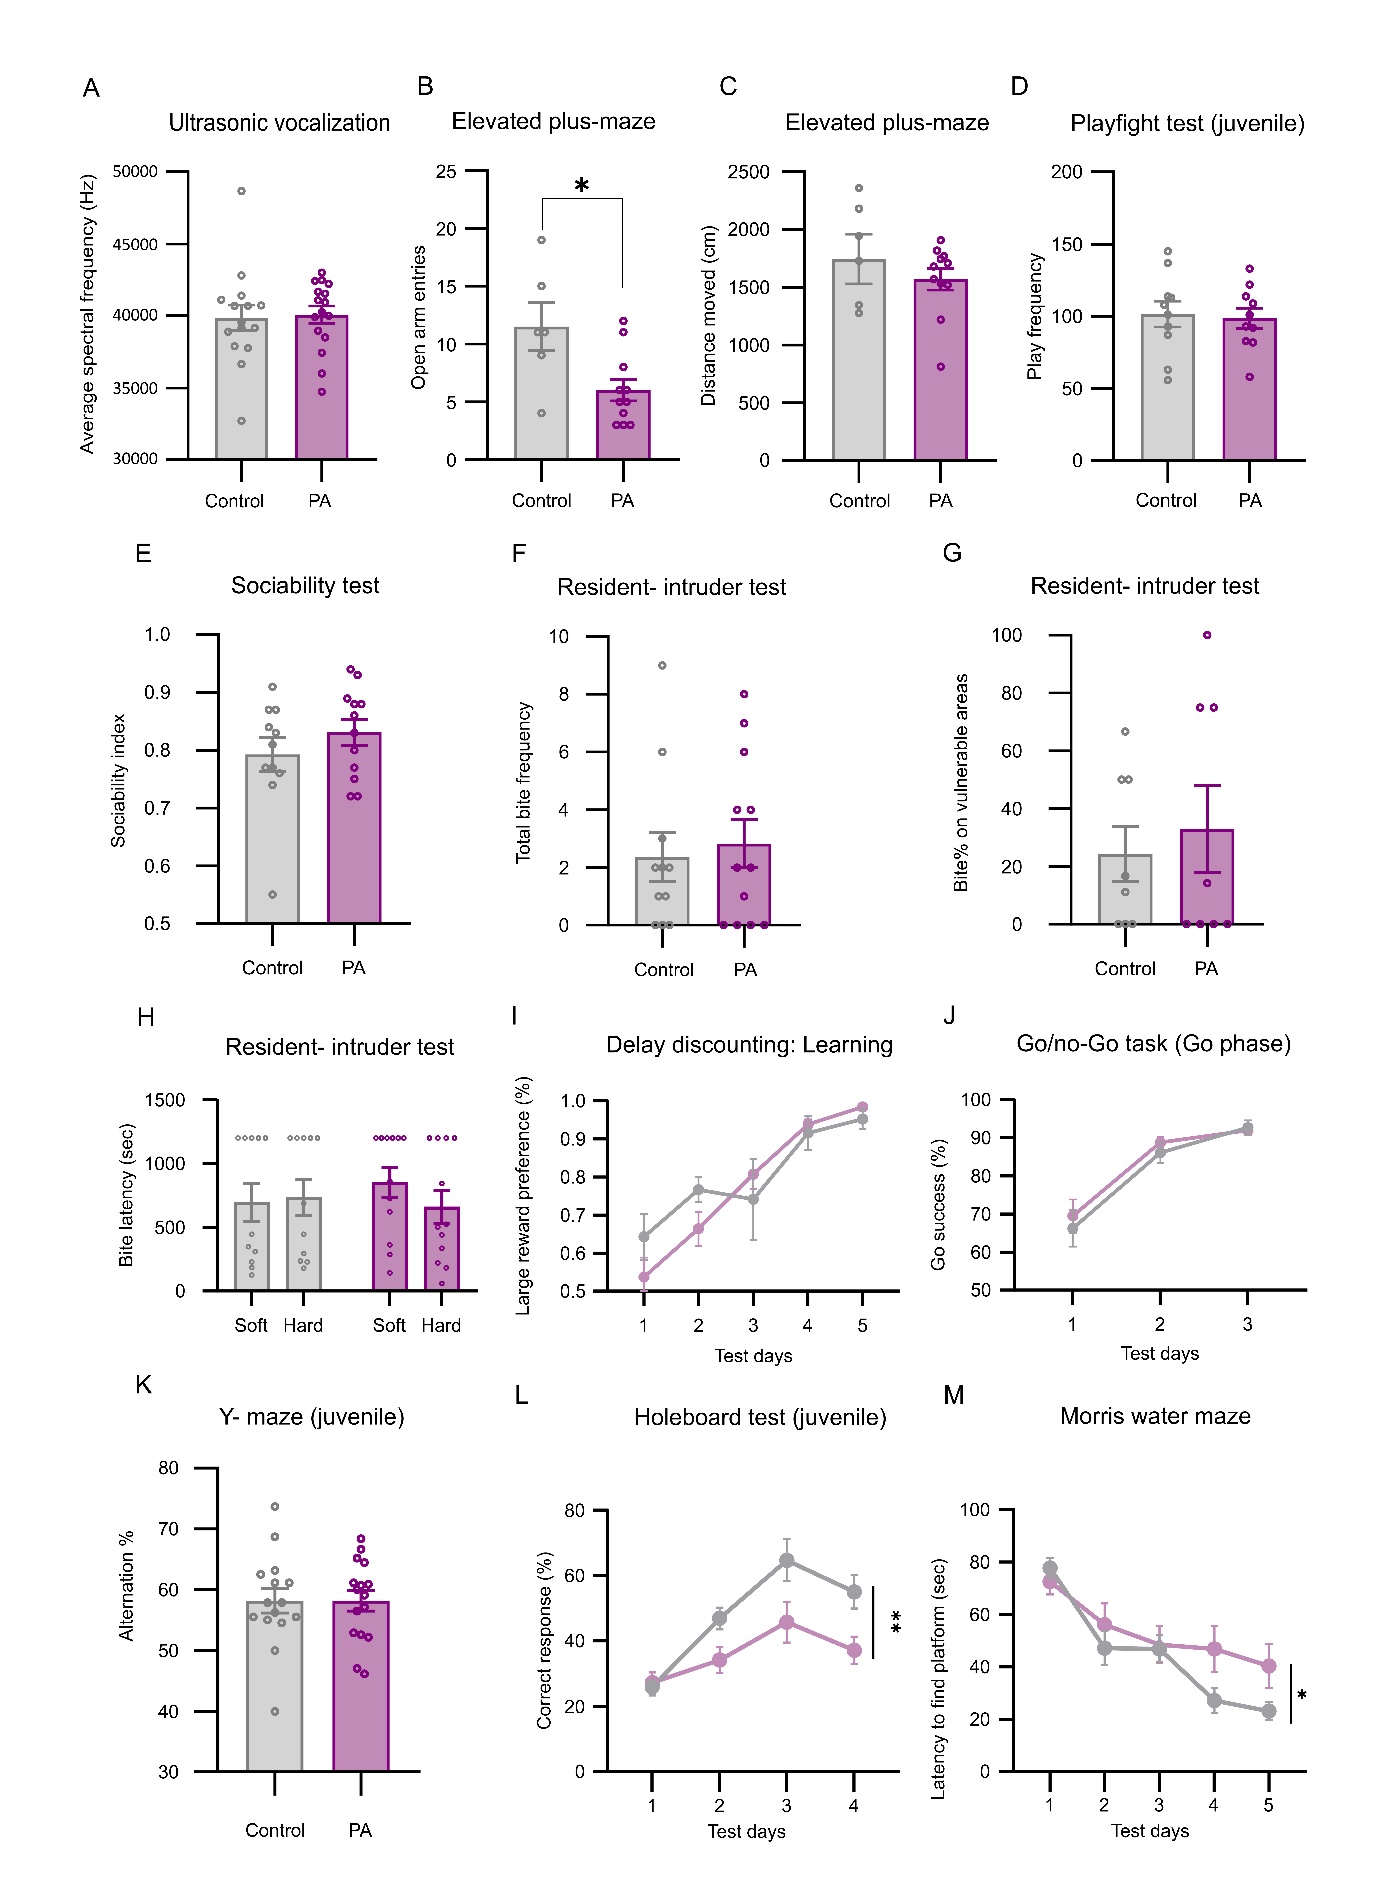
**

**Supplementary Figure 1 Long-Term Behavioural Consequences of the PA Insult in Males.** (**A**) PA animals showed no difference in ultrasonic vocalization spectral frequency compared to control. (**B-C**) PA animals showed decreased open arm frequency in the EPM (*t*(15)=2.771, *p=*0.014), but no difference in distance moved, suggesting an intact neuro-motor apparatus. (**D-H**) PA animals showed no apparent deficits during juvenile playfight test, and resident-intruder test. (**I**) During the learning phase of the delay discounting test, there was a significant increase in large reward preference (test day *F*(2.387, 35.81)= 31.65, *p<*0.001; treatment *F*(1, 15)= 2.31, *p=*0.149; test day × treatment interaction *F*(4, 60)= 0.842, *p=*0.5). (**J**) Experimental groups showed similar Go success% during the Go phase of the Go/no-Go task. (**K**) No differences were observed in the Y-maze. (**L-M**) PA animals showed decreased spatial learning abilities in the juvenile hole-board test (test day *F*(2.680, 77.71)=16.88, *p<* 0.0001; treatment *F*(1,29)=8.934, *p=* 0.005; test day × treatment interaction *F*(3,87)=2.546, *p=*0.061) and adult Morris water maze test (trial *F*(3.139, 62.79)= 30.77, *p<* 0.001; treatment *F*(1, 20)= 1.186, *p=* 0.289; trial × treatment interaction *F*(4, 80)= 2.954, *p=*0.024).

**
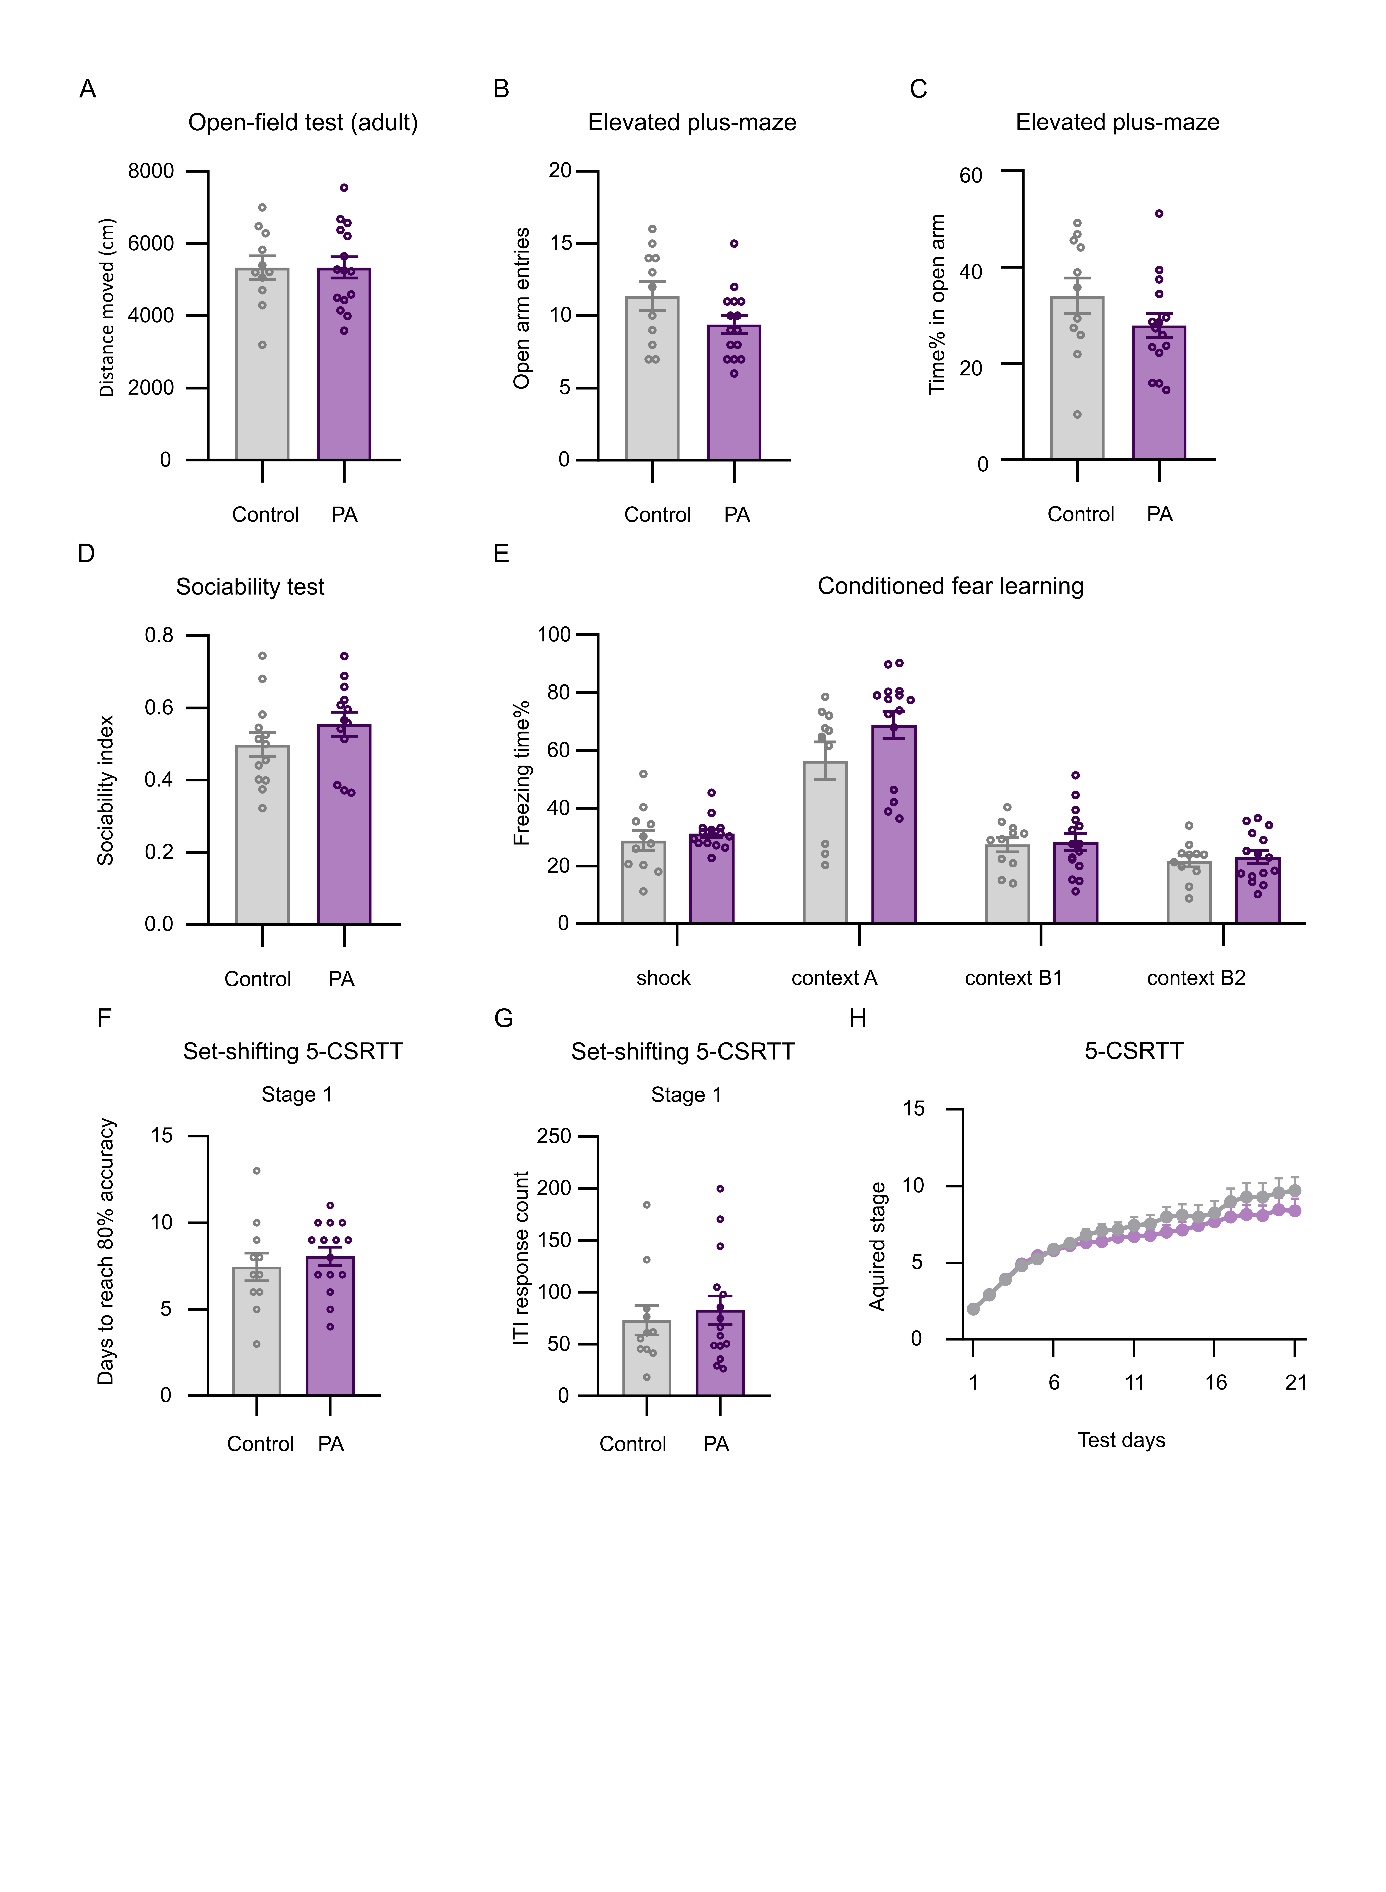
**

**Supplementary Figure 2 Long-Term Behavioural Consequences of the PA Insult in Females.** (**A**) No gross motor alterations were found during the open-field test in adulthood. (**B-C**) Anxiety testing in the elevated plus-maze performed in adulthood revealed no significant changes. (**D**) PA animals showed similar social interest in the sociability test. (**E**) PA did not affect conditioned fear learning and acquisition in females. (**F-H**) Female PA animals presented no learning and attention deficits and impulsivity in the set-shifted 5-choice serial reaction time task.

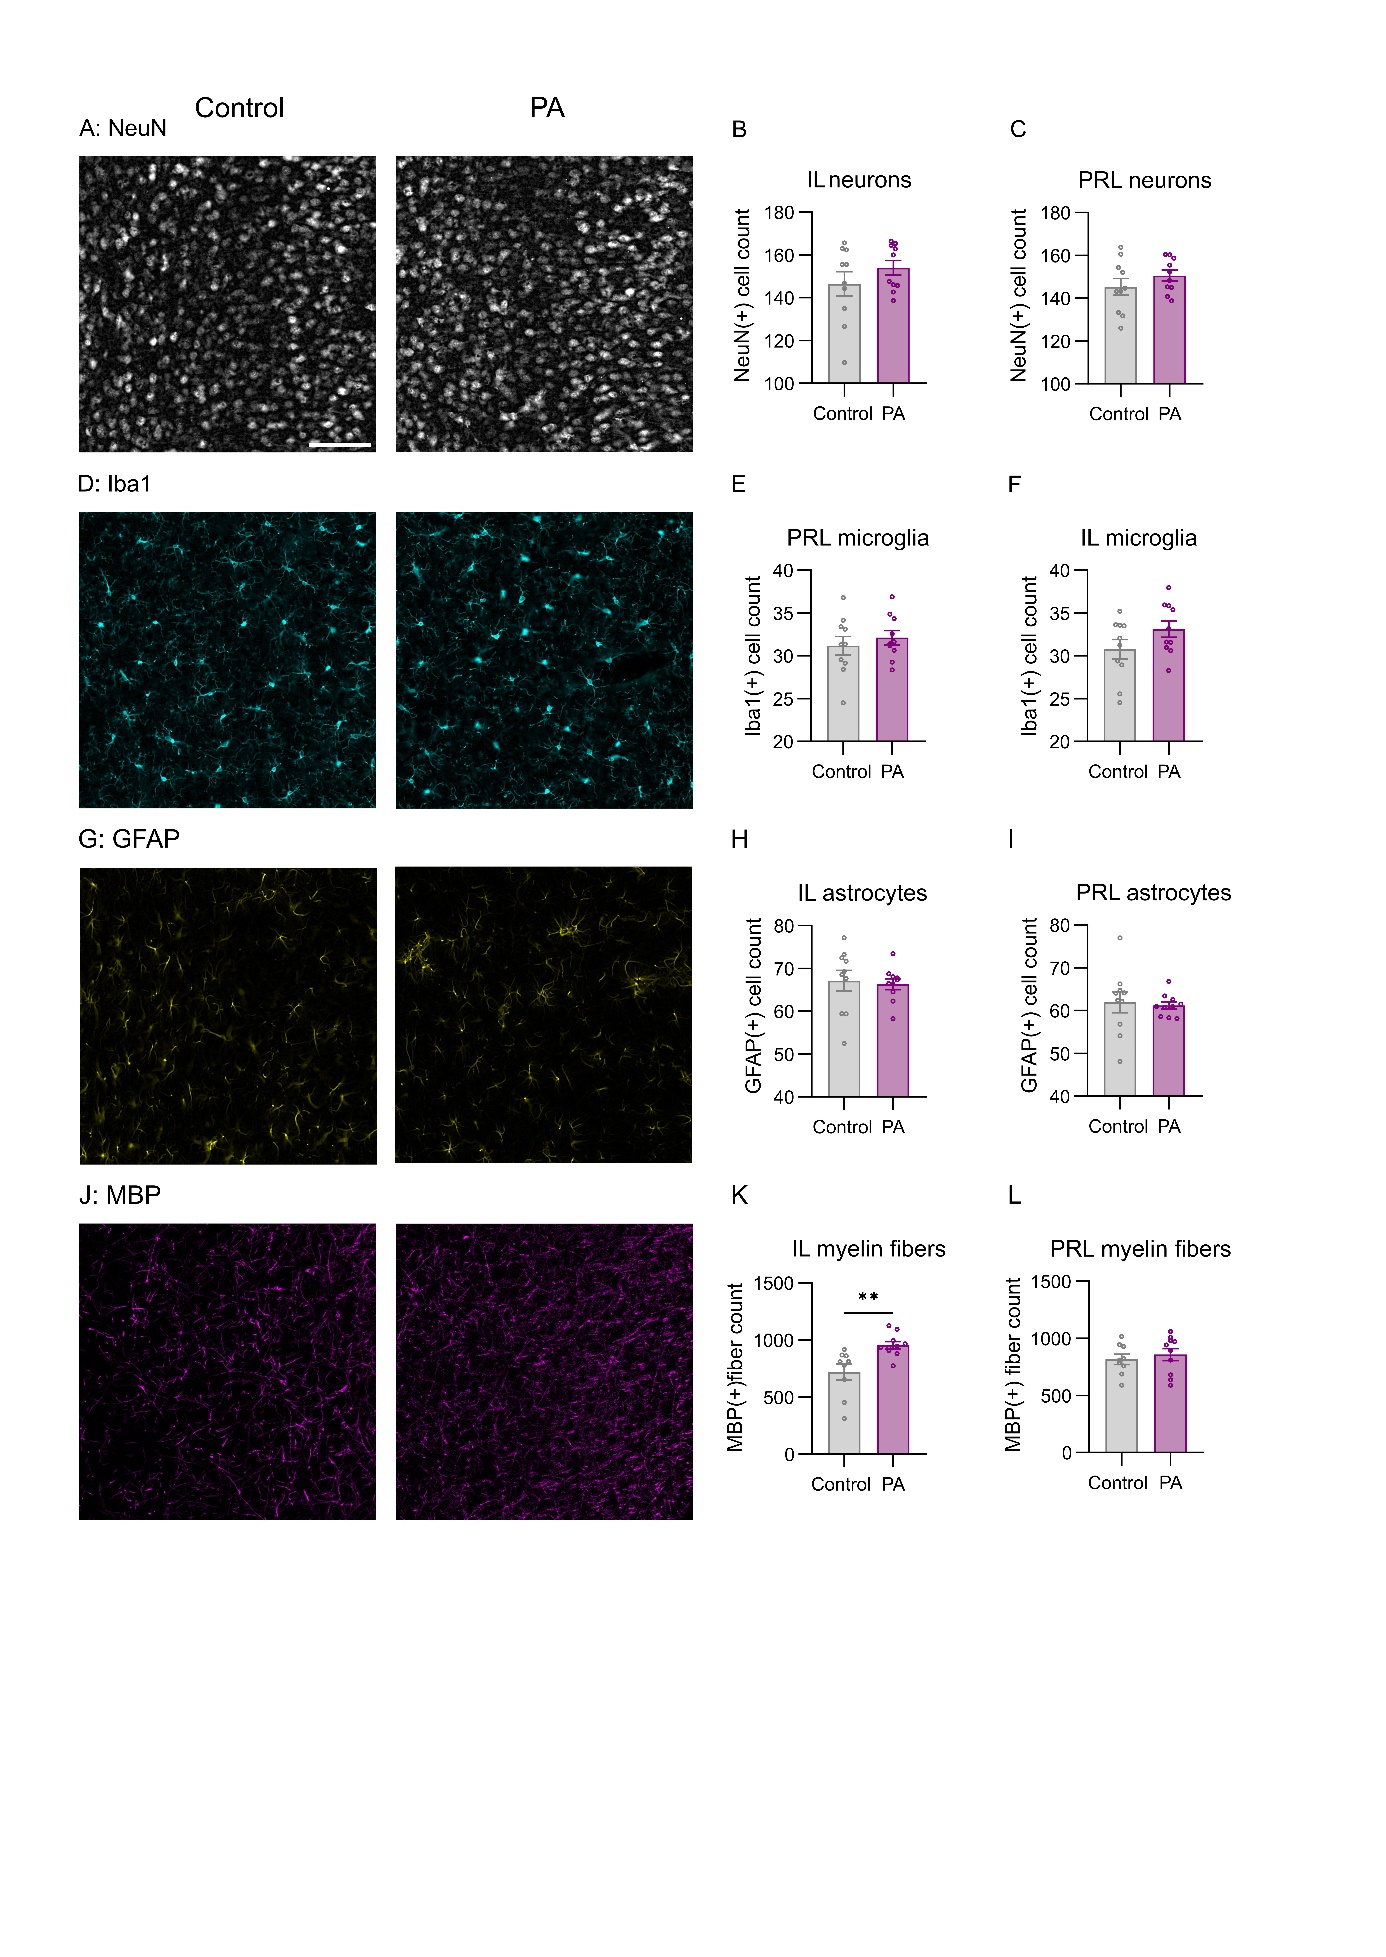

**Supplementary Figure 3 No Alterations in the Number of Neurons and Immune Cells in the IL and PRL of Adult Animals.** (**A-C**) Statistical comparisons of the areas of the investigated regions of interest (ROIs) and average NeuN(+) cell count for neurons in the infralimbic and prelimbic cortices reveal no significant differences between control and perinatal asphyxia (PA) animals in adulthood. Similarly, comparisons of Iba1(+) microglia (**D-F**) and GFAP(+) astrocytes (**G-I**) show no notable differences between groups. (**J-L**) Significant increase in the density of MBP(+) myelin fibres in the IL of PA animals (U= 8, *p=*0.001), paralleled by no alteration in the PRL.

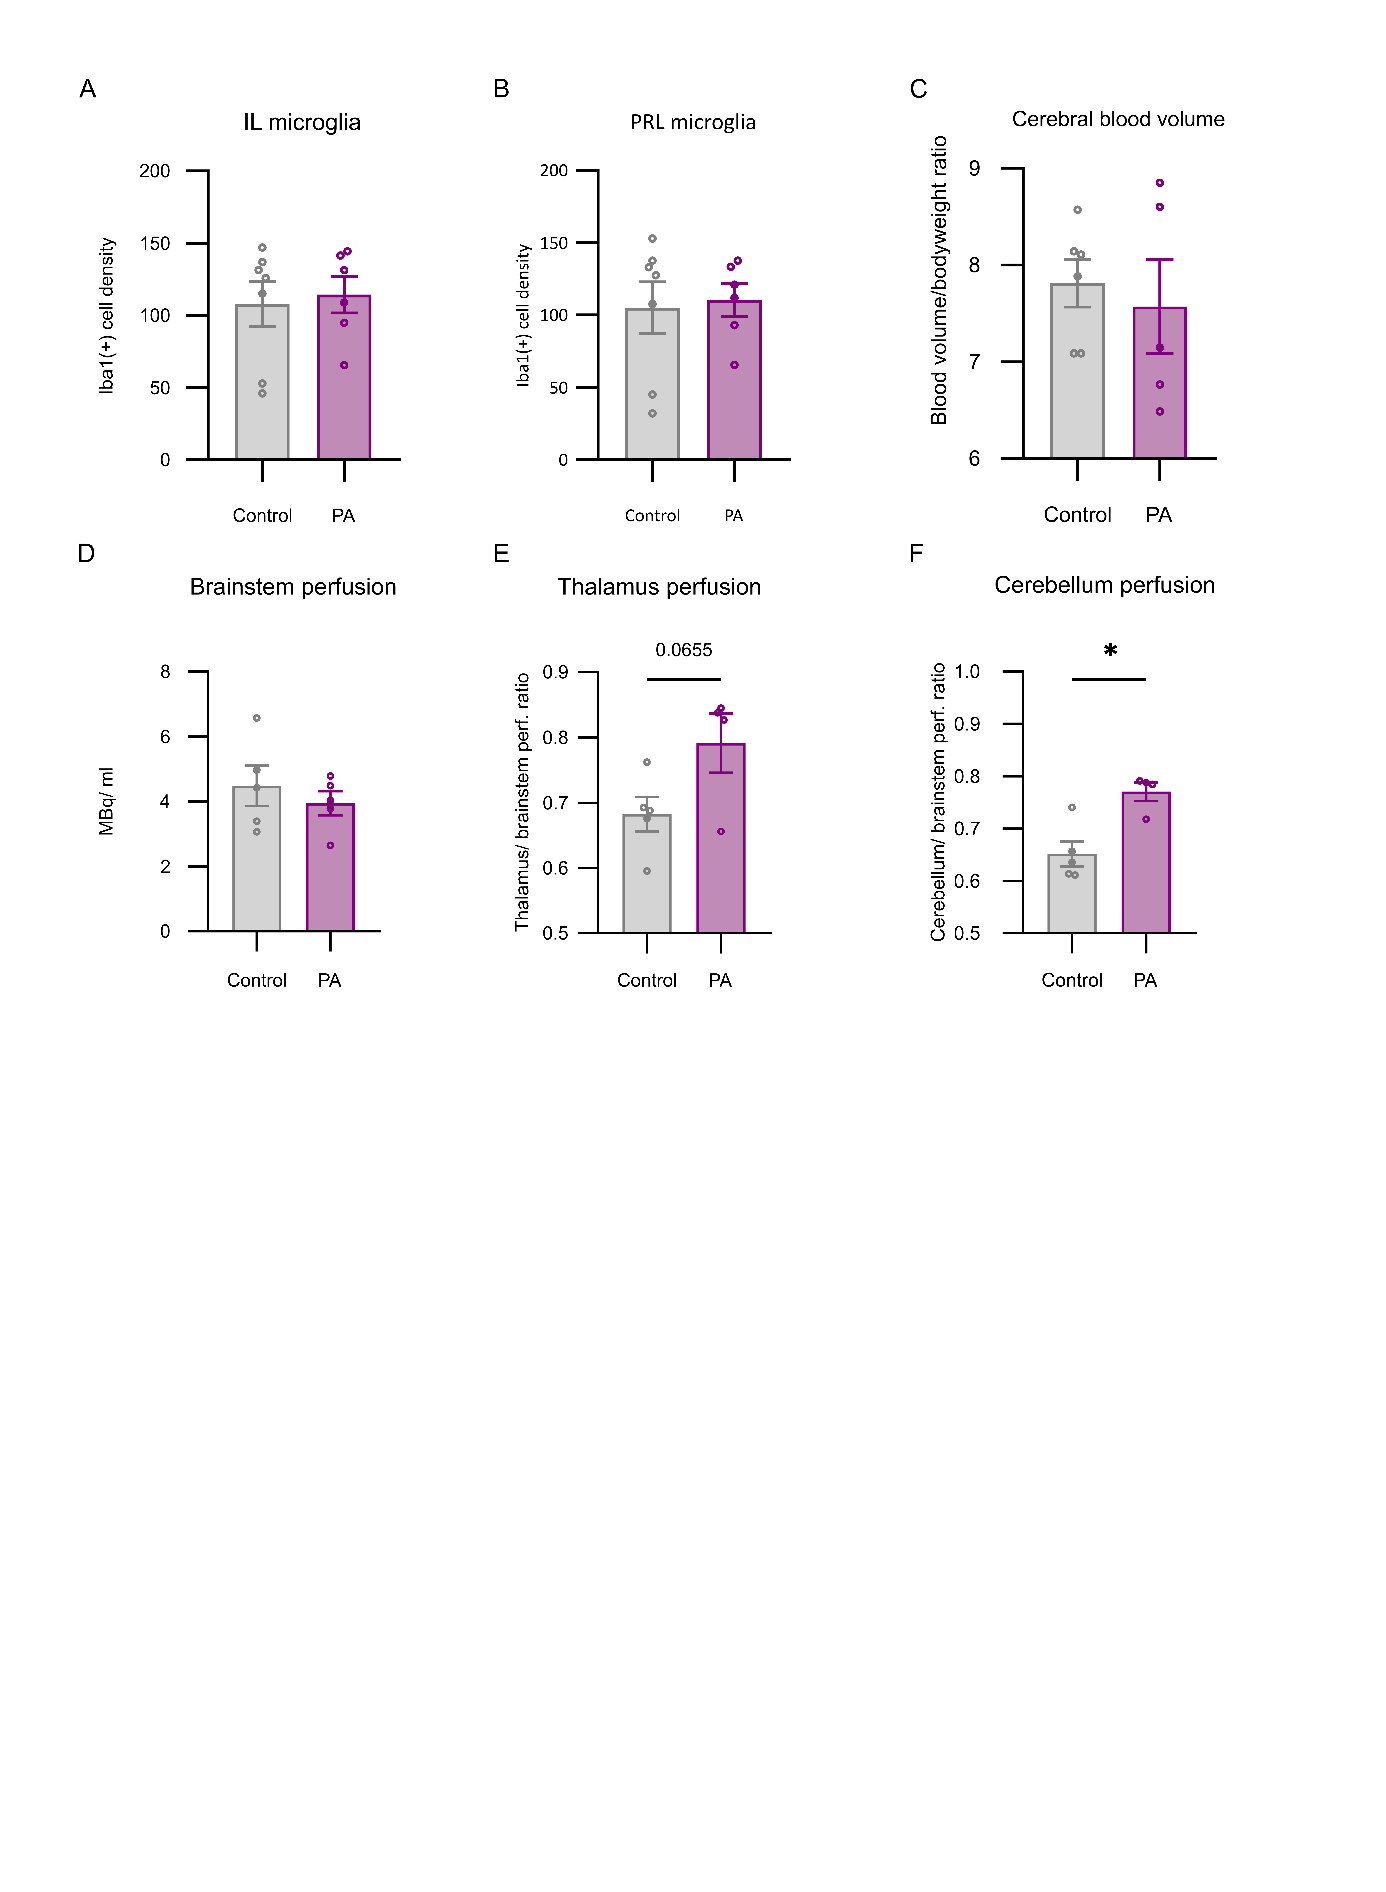

**Supplementary Figure 4 Acute Characterisation of PA Animals.** (**A-B**) Treatment groups showed no differences in mPFC microglia densities 24 hours after the PA insult. (**C**) MRI imaging 24 hours after PA demonstrated similar brain blood volumes in ratio to bodyweight in control and PA animals. (**D-F**) During acute SPECT imaging, brainstem perfusion remained on a control level. Local relative perfusion changes were apparent in the thalamus (*t*(7)= 2.182, *p=*0.065) and cerebellum (U=1, *p=*0.031) of PA animals.

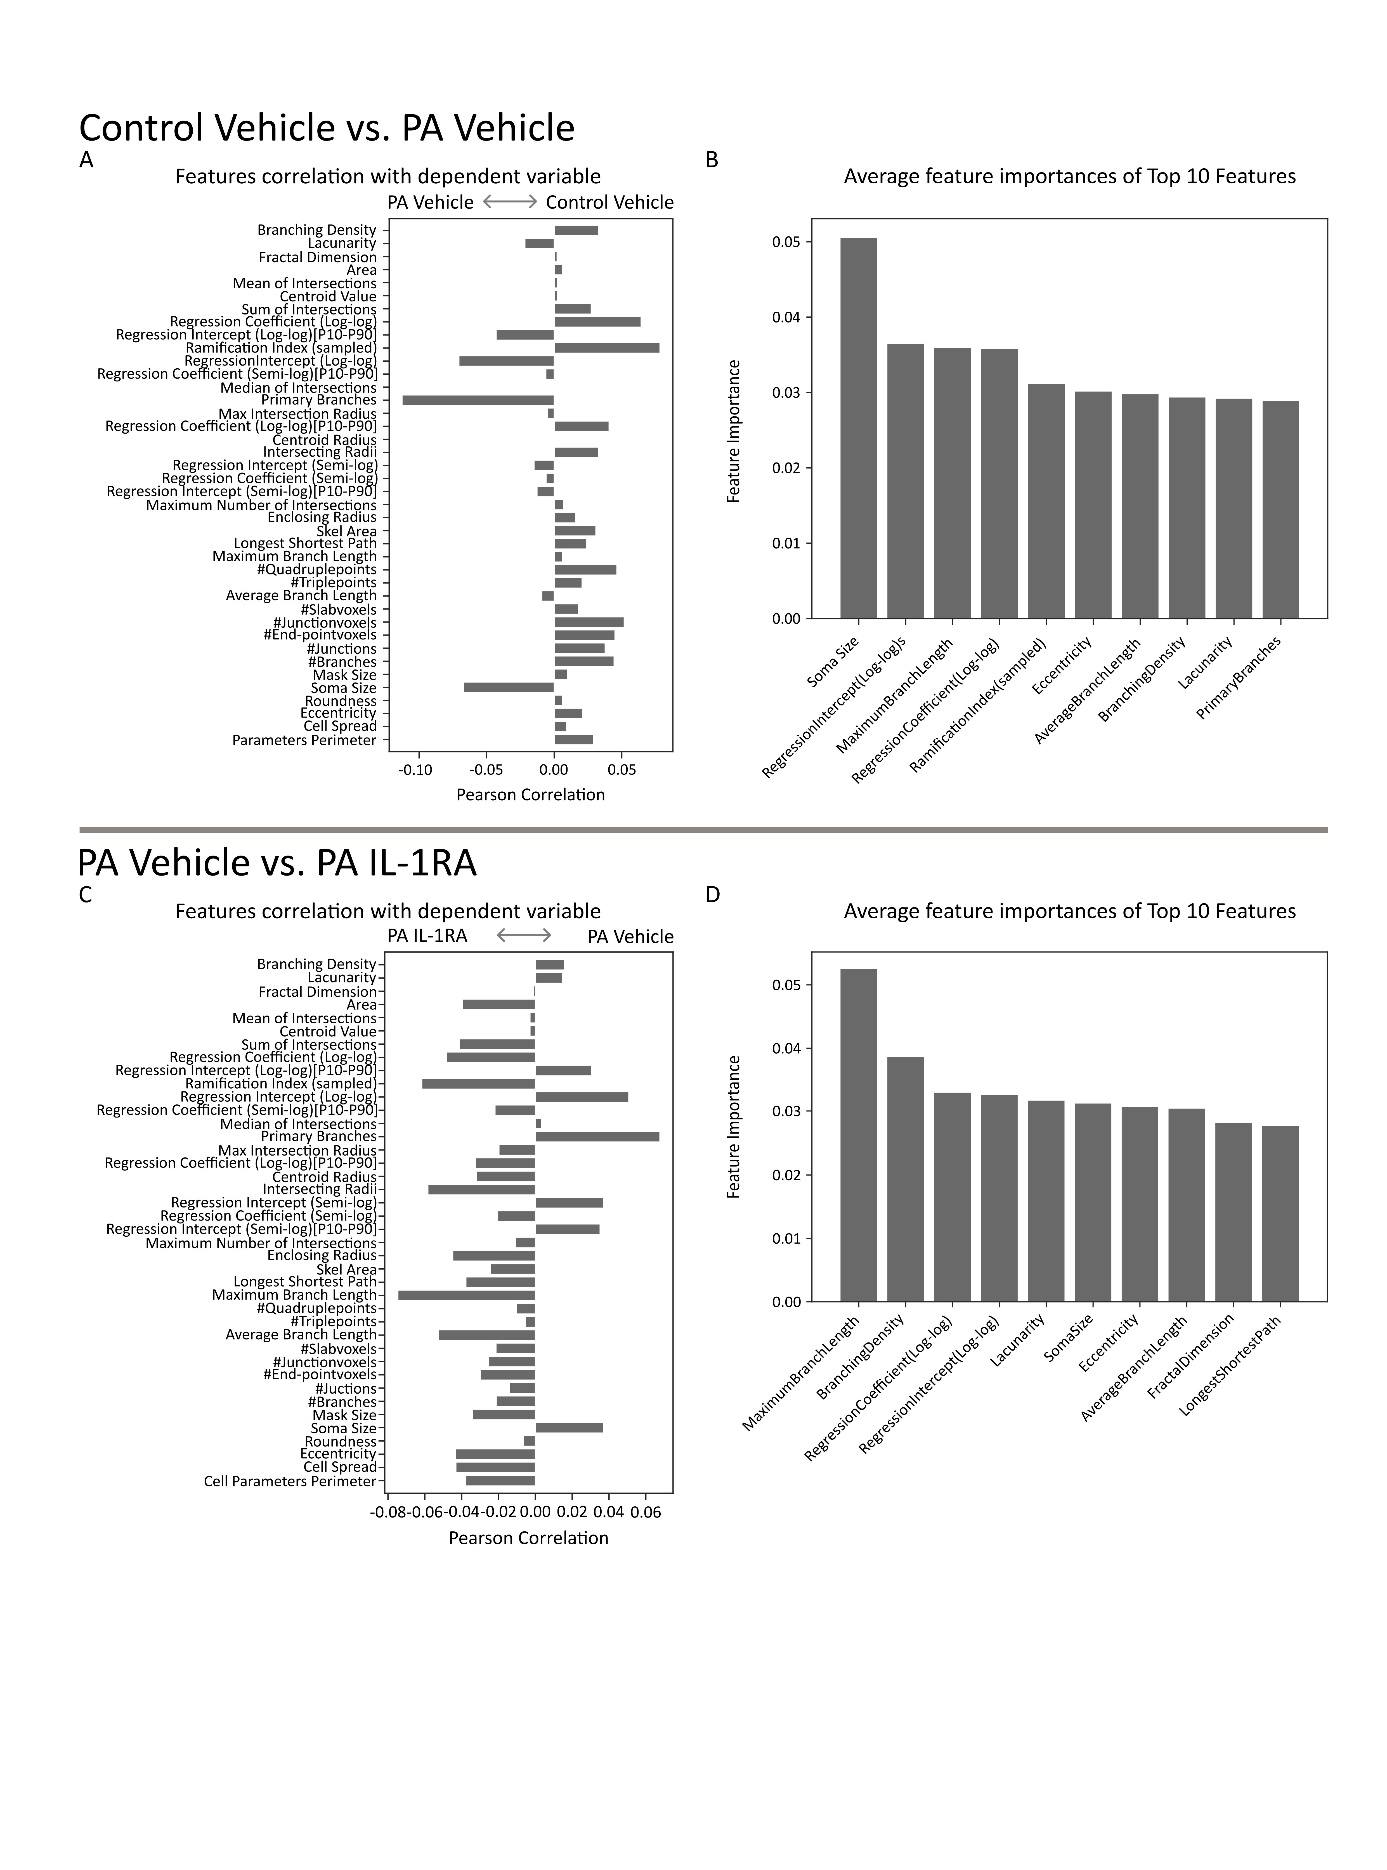

**Supplementary Figure 5 Comparison of Feature Importances in Predicting Microglial Phenotypes.** (**A**) Pearson correlation analysis revealed that the number of primary branches, the regression intercept (log-log scale), and soma sizes exhibited the strongest correlations with the PA phenotype. (**B**) In contrast, a Random Forest classifier identified soma sizes, maximum branch lengths, and the radii of the maximum intersections as the most important factors for distinguishing PA and control microglia. (**C**) In the rescue experiment using IL-1RA after PA insults, average branch lengths, regression coefficients, and the number of intersecting radii showed the most significant changes. (**D**) Lacunarity, maximum branch lengths, and radii of the maximum intersections were the top discriminators between PA IL-1RA and PA vehicle animals.

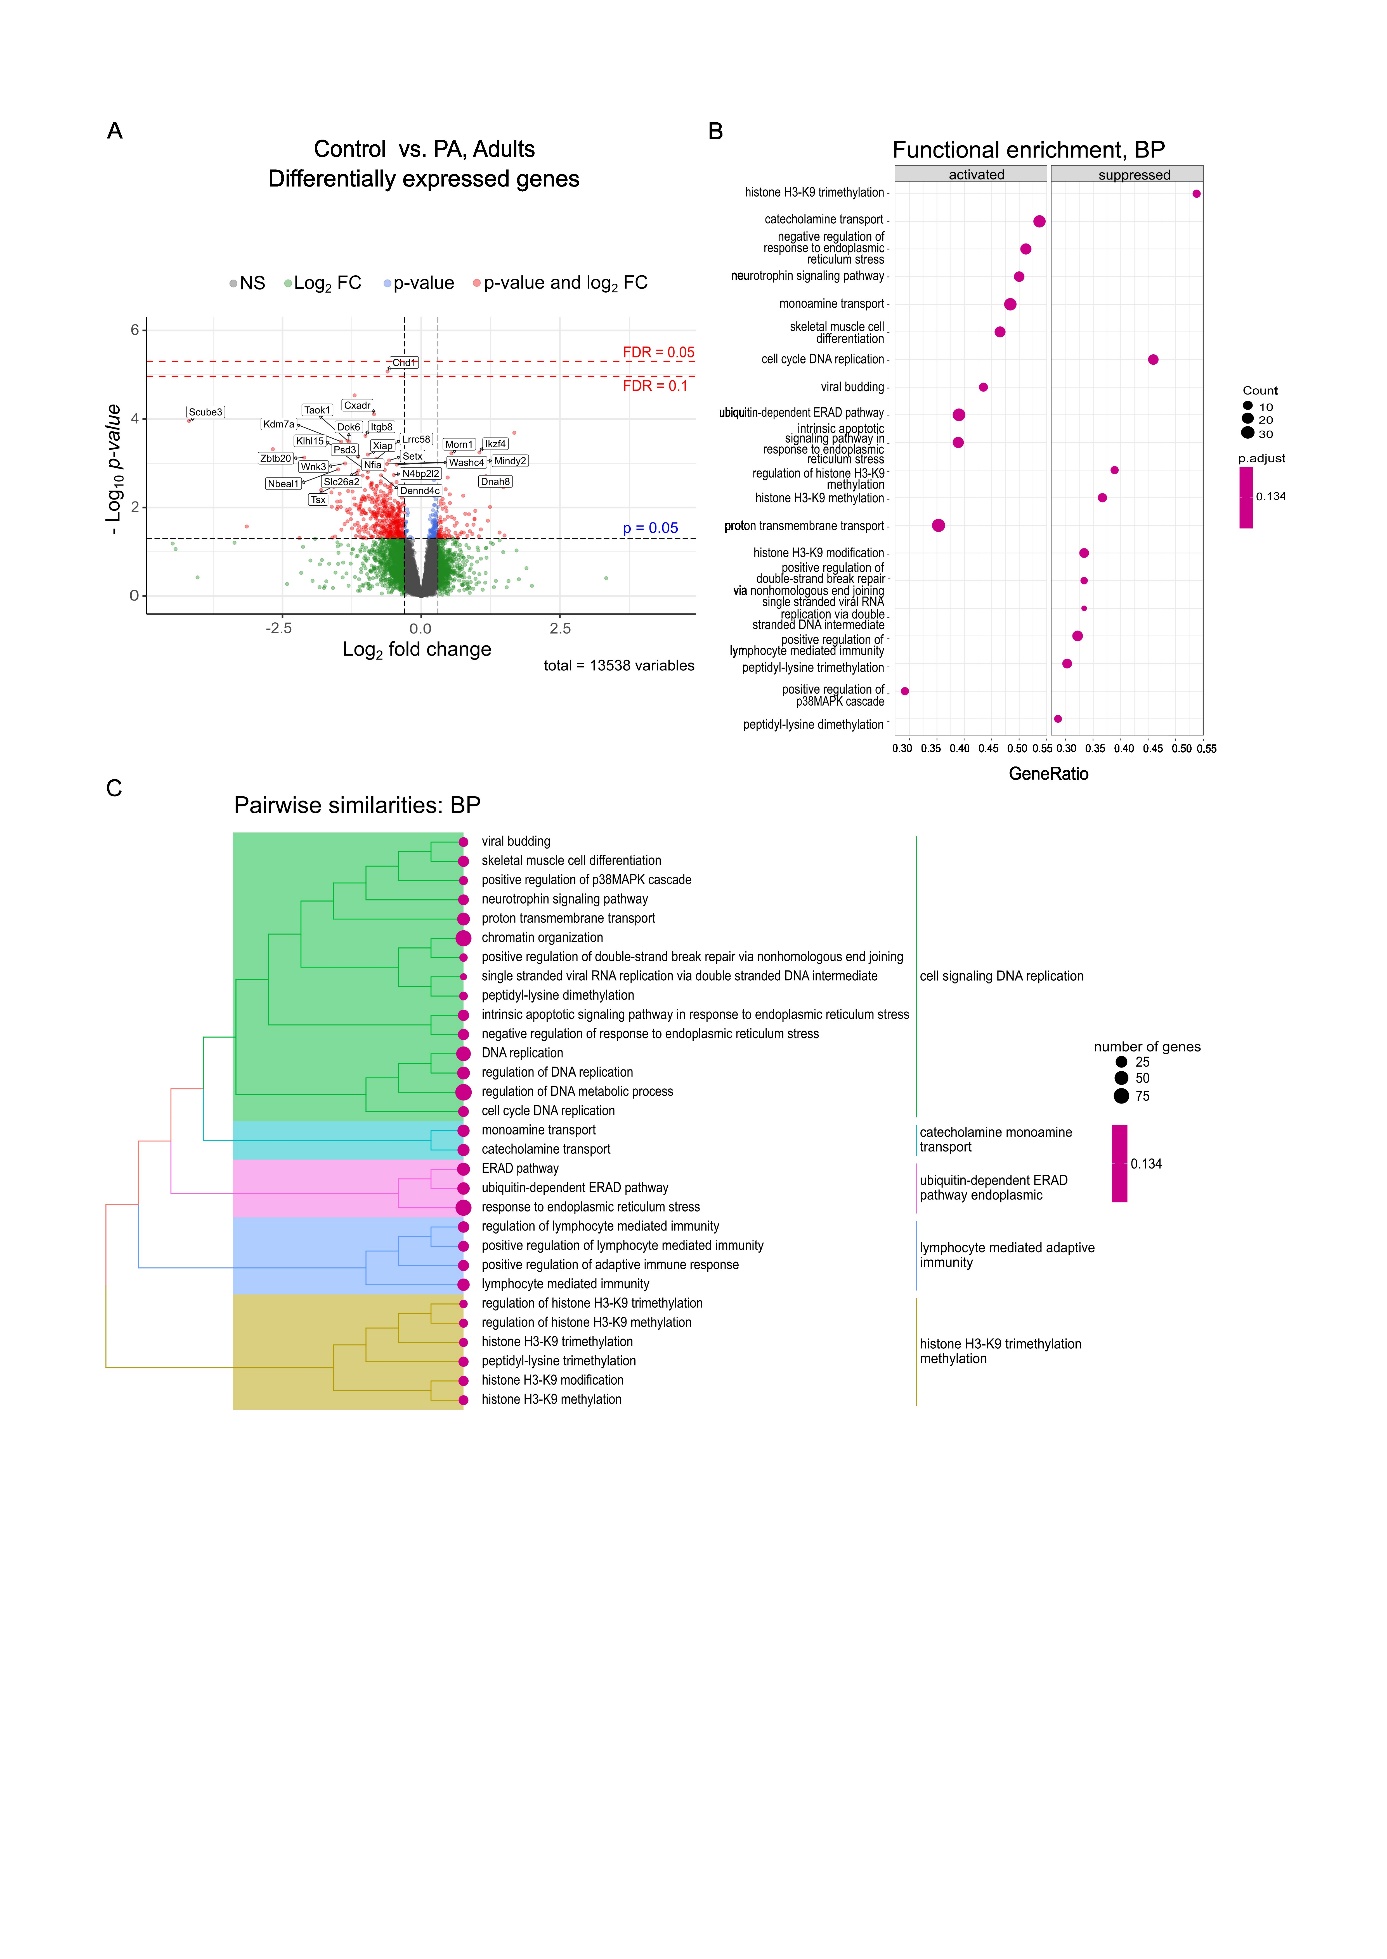

**Supplementary Figure 6 Long-term Molecular and Pathway Alterations following PA in the mPFC of males** (A) Experiment 1: Differential gene expression analysis of bulk medial prefrontal cortex (mPFC) samples isolated 6 months after PA in baseline conditions revealed moderate differences between treatment groups, with 1 gene reaching an FDR < 0.1 and 614 genes showing nominal significance (p < 0.05) out of 13,538 tested. (B-C) Functional gene set enrichment analysis using Gene Ontology (GO) Biological Processes and hierarchical clustering of pairwise similarities among altered pathways based on shared genes, identifies dominant clusters related to epigenetic regulation (particularily histone mondification), as well as immune responsivity and cell signaling pathways.

**Supplementary Table 1.** Primary antibodies used in this study.

**Supplementary Table 2.** Secondary antibodies and fluorescent dyes used in this study.

**Supplementary table 3.** Top Differentially Expressed Genes for Control vs. Perinatal Asphyxia Comparisons

The table summarizes the top 20 differentially expressed genes in the medial prefrontal cortex (mPFC) when comparing the control vehicle group to the PA vehicle group. 

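In the deposited counts, the 4 identifiers set beside the first entries of this table had a DESeq2 mean over all 35 libraries of 627 for Camk4, 457 for Dbp, 702 for Igsf9 and 191 for Col24a1, against the paper's baseMean of 627.545, 461.65, 706.118 and 193.81. Their mean raw counts in the 9 control vehicle libraries were 719, 398, 561 and 227. The log2 fold changes of PA relative to control were -0.41, 0.40, 0.44 and -0.48 by DESeq2, where the paper's table lists 0.387, -0.44, -0.408 and 0.428.
The identifiers were found by values alone, within 4% of the mean over all libraries, so nearness to that mean was set by the choice, and within 0.12 of the log2 fold change. Limits on the p-value were set after the values were seen, and 2 were tried. With p under 0.02, tried first, each of the 20 entries had at least 1 identifier within the limits when the sign was turned and 14 when it was kept. With fold changes shuffled among the entries the mean was 14.3 and the highest 18 over 1000 shuffles. With the 100 smallest p-values, tried second, the numbers were 20 and 7, and the shuffles gave a mean of 10.6 and a highest of 16. More than 1 identifier fitted 9 of the 20 entries under the first limit.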

The table presents the mean RNA-seq raw read counts for each gene in the control vehicle group (baseMean) and the log2 fold change values (log2FoldChange) in the PA vehicle group. Statistical significance was determined using the Wald test for p-values, and the Benjamini-Hochberg (BH) method was applied to calculate adjusted p-values (p adj), controlling the false discovery rate (FDR) and correcting for multiple testing.

**Supplementary Table 4.** Sample sizes for behavioural tests

**Supplementary Table 5.** Assessment of normality and variance assumptions for behavioural analysis

**Supplementary Table 6.** Evaluation for the assumpion of sphericity in behavioral tests involving repeated measures

**Supplementary Table 7.** Justification for outlier removal

**Supplementary Table 8.** Summary table of effect size estimates

### References

1. Altman J, Sudarshan K. Postnatal development of locomotion in the laboratory rat. *Anim Behav*. 1975;23(4):896-920. doi:10.1016/0003-3472(75)90114-1

2. Horiquini Barbosa E, Vallim JH, Lachat J-J, de Castro VLSS. Assessments of Motor Abnormalities on the Grid-Walking and Foot-Fault Tests From Undernutrition in Wistar Rats. *J Mot Behav*. 2016;48(1):5-12. doi:10.1080/00222895.2015.1024824

3. Hofer MA. Multiple regulators of ultrasonic vocalization in the infant rat. *Psychoneuroendocrinology*. 1996;21(2):203-217. doi:10.1016/0306-4530(95)00042-9

4. Török B, Fodor A, Zsebők S, Sipos E, Zelena D. The Effect of Vasopressin Antagonists on Maternal-Separation-Induced Ultrasonic Vocalization and Stress-Hormone Level Increase during the Early Postnatal Period. *Brain Sci*. 2021;11(4). doi:10.3390/brainsci11040444

5. Vanderschuren LJ, Niesink RJ, Van Ree JM. The neurobiology of social play behavior in rats. *Neurosci Biobehav Rev*. 1997;21(3):309-326. doi:10.1016/s0149-7634(96)00020-6

6. Veenema AH, Neumann ID. Maternal separation enhances offensive play-fighting, basal corticosterone and hypothalamic vasopressin mRNA expression in juvenile male rats. *Psychoneuroendocrinology*. 2009;34(3):463-467. doi:10.1016/j.psyneuen.2008.10.017

7. Vorhees C V, Williams MT. Assessing spatial learning and memory in rodents. *ILAR J*. 2014;55(2):310-332. doi:10.1093/ilar/ilu013

8. Kraeuter A-K, Guest PC, Sarnyai Z. The Y-Maze for Assessment of Spatial Working and Reference Memory in Mice. *Methods Mol Biol*. 2019;1916:105-111. doi:10.1007/978-1-4939-8994-2_10

9. Shiotsuki H, Yoshimi K, Shimo Y, et al. A rotarod test for evaluation of motor skill learning. *J Neurosci Methods*. 2010;189(2):180-185. doi:10.1016/j.jneumeth.2010.03.026

10. Haller J, Nagy R, Toth M, Pelczer KG, Mikics E. NR2B subunit-specific NMDA antagonist Ro25-6981 inhibits the expression of conditioned fear: a comparison with the NMDA antagonist MK-801 and fluoxetine. *Behav Pharmacol*. 2011;22(2):113-121. doi:10.1097/FBP.0b013e328343d7b2

11. Pellow S, Chopin P, File SE, Briley M. Validation of open:closed arm entries in an elevated plus-maze as a measure of anxiety in the rat. *J Neurosci Methods*. 1985;14(3):149-167. doi:10.1016/0165-0270(85)90031-7

12. Adriani W, Seta D Della, Dessì-Fulgheri F, Farabollini F, Laviola G. Altered profiles of spontaneous novelty seeking, impulsive behavior, and response to D-amphetamine in rats perinatally exposed to bisphenol A. *Environ Health Perspect*. 2003;111(4). doi:10.1289/ehp.5856

13. Morris R. Developments of a water-maze procedure for studying spatial learning in the rat. *J Neurosci Methods*. 1984;11(1):47-60. doi:10.1016/0165-0270(84)90007-4

14. Bari A, Dalley JW, Robbins TW. The application of the 5-choice serial reaction time task for the assessment of visual attentional processes and impulse control in rats. *Nat Protoc*. 2008;3(5):759-767. doi:10.1038/nprot.2008.41

15. Winstanley CA, Eagle DM, Robbins TW. Behavioral models of impulsivity in relation to ADHD: translation between clinical and preclinical studies. *Clin Psychol Rev*. 2006;26(4):379-395. doi:10.1016/j.cpr.2006.01.001

16. File SE, Hyde JR. Can social interaction be used to measure anxiety? *Br J Pharmacol*. 1978;62(1):19-24. doi:10.1111/j.1476-5381.1978.tb07001.x

17. Deiana S, Watanabe A, Yamasaki Y, et al. MK-801-induced deficits in social recognition in rats: Reversal by aripiprazole, but not olanzapine, risperidone, or cannabidiol. *Behav Pharmacol*. 2015;26(8):748-765. doi:10.1097/FBP.0000000000000178

18. Koolhaas JM, Coppens CM, de Boer SF, Buwalda B, Meerlo P, Timmermans PJA. The resident-intruder paradigm: a standardized test for aggression, violence and social stress. *J Vis Exp*. 2013;(77):e4367. doi:10.3791/4367

19. Szente L, Balla GY, Varga ZK, et al. Endocannabinoid and neuroplasticity-related changes as susceptibility factors in a rat model of posttraumatic stress disorder. *Neurobiol Stress*. 2024;32:100662. doi:10.1016/j.ynstr.2024.100662

20. Berg S, Kutra D, Kroeger T, et al. ilastik: interactive machine learning for (bio)image analysis. *Nat Methods*. 2019;16(12):1226-1232. doi:10.1038/s41592-019-0582-9

21. Schneider CA, Rasband WS, Eliceiri KW. NIH Image to ImageJ: 25 years of image analysis. *Nat Methods*. 2012;9(7):671-675. doi:10.1038/nmeth.2089

22. Clarke D, Crombag HS, Hall CN. An open-source pipeline for analysing changes in microglial morphology. *Open Biol*. 2021;11(8):210045. doi:10.1098/rsob.210045

23. Zelena D, Mergl Z, Foldes A, Kovács KJ, Tóth Z, Makara GB. Role of hypothalamic inputs in maintaining pituitary-adrenal responsiveness in repeated restraint. *Am J Physiol Endocrinol Metab*. 2003;285(5):E1110-7. doi:10.1152/ajpendo.00219.2003

24. Toth M, Mikics E, Tulogdi A, Aliczki M, Haller J. Post-weaning social isolation induces abnormal forms of aggression in conjunction with increased glucocorticoid and autonomic stress responses. *Horm Behav*. 2011;60(1):28-36. doi:10.1016/j.yhbeh.2011.02.003

25. Bhavesh R, Lechuga-Vieco A V, Ruiz-Cabello J, Herranz F. T₁-MRI Fluorescent Iron Oxide Nanoparticles by Microwave Assisted Synthesis. *Nanomater (Basel, Switzerland)*. 2015;5(4):1880-1890. doi:10.3390/nano5041880

26. Schwarz AJ, Danckaert A, Reese T, et al. A stereotaxic MRI template set for the rat brain with tissue class distribution maps and co-registered anatomical atlas: application to pharmacological MRI. *Neuroimage*. 2006;32(2):538-550. doi:10.1016/j.neuroimage.2006.04.214

27. Patro R, Duggal G, Love MI, Irizarry RA, Kingsford C. Salmon provides fast and bias-aware quantification of transcript expression. *Nat Methods*. 2017;14(4):417-419. doi:10.1038/nmeth.4197

28. Soneson C, Love MI, Robinson MD. Differential analyses for RNA-seq: Transcript-level estimates improve gene-level inferences. *F1000Research*. 2016;4:1-19. doi:10.12688/F1000RESEARCH.7563.2

29. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol*. 2014;15(12):550. doi:10.1186/s13059-014-0550-8

30. Blighe K, Rana S, Lewis M. EnhancedVolcano: Publication-ready volcano plots with enhanced colouring and labeling.le.

31. Korotkevich G, Sukhov V, Budin N, Shpak B, Artyomov MN, Sergushichev A. Fast gene set enrichment analysis. *bioRxiv*. Published online January 1, 2021:60012. doi:10.1101/060012

32. Wu T, Hu E, Xu S, et al. clusterProfiler 4.0: A universal enrichment tool for interpreting omics data. *Innov (Cambridge*. 2021;2(3):100141. doi:10.1016/j.xinn.2021.100141

33. Varga ZK, Pejtsik D, Tóth M, et al. Improving anxiety research: novel approach to reveal trait anxiety through summary measures of multiple states. *bioRxiv*. Published online January 1, 2024:2023.06.01.543235. doi:10.1101/2023.06.01.543235

34. Wilson CA, Koenig JI. Social interaction and social withdrawal in rodents as readouts for investigating the negative symptoms of schizophrenia. *Eur Neuropsychopharmacol J Eur Coll Neuropsychopharmacol*. 2014;24(5):759-773. doi:10.1016/j.euroneuro.2013.11.008

35. Motz BA, Alberts JR. The validity and utility of geotaxis in young rodents. *Neurotoxicol Teratol*. 2005;27(4):529-533. doi:10.1016/j.ntt.2005.06.005

36. Kaidbey JH, Ranger M, Myers MM, et al. Early Life Maternal Separation and Maternal Behaviour Modulate Acoustic Characteristics of Rat Pup Ultrasonic Vocalizations. *Sci Rep*. 2019;9(1):19012. doi:10.1038/s41598-019-54800-z

37. Biro L, Miskolczi C, Szebik H, et al. Post-weaning social isolation in male mice leads to abnormal aggression and disrupted network organization in the prefrontal cortex: Contribution of parvalbumin interneurons with or without perineuronal nets. *Neurobiol Stress*. 2023;25:100546. doi:10.1016/j.ynstr.2023.100546

38. Papilloud A, Guillot de Suduiraut I, Zanoletti O, Grosse J, Sandi C. Peripubertal stress increases play fighting at adolescence and modulates nucleus accumbens CB1 receptor expression and mitochondrial function in the amygdala. *Transl Psychiatry*. 2018;8(1):156. doi:10.1038/s41398-018-0215-6

39. Choi M, Jang H-S, Son T, et al. Effect Sizes of Cognitive and Locomotive Behavior Tests in the 5XFAD-J Mouse Model of Alzheimer’s Disease. *Int J Mol Sci*. 2023;24(20). doi:10.3390/ijms242015064

40. Tucker LB, Fu AH, McCabe JT. Performance of Male and Female C57BL/6J Mice on Motor and Cognitive Tasks Commonly Used in Pre-Clinical Traumatic Brain Injury Research. *J Neurotrauma*. 2016;33(9):880-894. doi:10.1089/neu.2015.3977

41. Szente L, Aliczki M, Balla GY, et al. Pretrauma cognitive traits predict trauma-induced fear generalization and associated prefrontal functioning in a longitudinal model of posttraumatic stress disorder. *bioRxiv*. Published online January 1, 2024:2024.03.11.584500. doi:10.1101/2024.03.11.584500

42. Gordan ML, Jungwirth B, Ohl F, Kellermann K, Kochs EF, Blobner M. Evaluation of neurobehavioral deficits following different severities of cerebral ischemia in rats: a comparison between the modified hole board test and the Morris water maze test. *Behav Brain Res*. 2012;235(1):7-20. doi:10.1016/j.bbr.2012.07.027

43. Renda CR, Madden GJ. Impulsive choice and pre-exposure to delays: III. Four-month test-retest outcomes in male wistar rats. *Behav Processes*. 2016;126:108-112. doi:10.1016/j.beproc.2016.03.014

44. Serrano NE, Saputra SG, Íbias J, Company M, Nazarian A. Pain-induced impulsivity is sexually dimorphic and mu-opioid receptor sensitive in rats. *Psychopharmacology (Berl)*. 2021;238(12):3447-3462. doi:10.1007/s00213-021-05963-z

45. Bezdjian S, Baker LA, Lozano DI, Raine A. Assessing inattention and impulsivity in children during the Go/NoGo task. *Br J Dev Psychol*. 2009;27(Pt 2):365-383. doi:10.1348/026151008X314919

How the deposited data were processed for this re-analysis (not part of the article)

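Bulk RNA sequencing of the mPFC of male Wistar rats on P8 was re-analysed, 24 h after PA (15 min of 4% O2 and 20% CO2 on P7) or control exposure, with vehicle or 100 mg/kg IL-1RA at 1 h and 20 h. There were 9 control vehicle, 9 PA vehicle, 9 control IL-1RA and 8 PA IL-1RA libraries. Conditions were taken from the sample labels. The table holds 2 more columns that match no sample, and these were not used. Each library is from a separate animal according to the study's design, and the closest of the 136 replicate pairs still differed by over 6 times the sampling noise (chi-square per degree of freedom 6.29 to 78.1), so none was treated as a duplicate. Pearson correlations of log2 CPM between replicates were 0.966 to 0.988.

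The authors assessed reads with FastQC 0.12.1, estimated expected counts with Salmon 1.10.2 against an Ensembl rat annotation, summarised them per gene with tximport and tested them with DESeq2 1.36.0, as the paper and the submitters' processing notes state. The deposited table gives expected counts, not normalized, for 19775 Ensembl gene identifiers, and 64.6% of its values are not whole numbers. Rounding to whole numbers changed no library total by more than 0.0011%. Salmon assigns reads shared between transcripts by estimation, so counts of near-identical gene copies are less certain than those of other genes.

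The table holds no gene symbols. Of the 47357 genes of the RefSeq table provided (assembly GRCr8), 0 carry an Ensembl identifier, and 0 identifiers of the count table were matched. No symbol was assigned from an identifier. The 49 gene lists written before the data were examined, and the enrichment tests planned on them, could therefore not be run, nor could the genes of the IL-1 system or the genes of the paper's table be looked up. Identifiers were set beside entries of Supplementary Table 3 by their values only, with limits chosen after the values were seen. Of these limits 2 were tried and both are reported.

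Counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM, quasi-likelihood F-test, Benjamini-Hochberg adjustment, FDR 0.1 as in the paper), with all 4 groups in one fit and no covariate. The 13334 genes with a mean count of at least 10 in each group were tested, of 17947 with at least 1 count; they hold 99.9% of all counts. The mean per group is a reading of the paper's minimum of 10 counts per group. The comparisons were PA vehicle with control vehicle, PA IL-1RA with PA vehicle, control IL-1RA with control vehicle, PA IL-1RA with control IL-1RA, PA IL-1RA with control vehicle, and the interaction of PA and IL-1RA. Normalized counts are counts divided by the TMM-scaled library size, on the scale of the mean library.

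Alternatives fixed before the data were examined were DESeq2 1.42.0 with all groups or only the groups compared, median-of-ratios size factors in edgeR, no filter on low counts, at least 10 counts in total in each group, edgeR's filterByExpr, only the groups compared in edgeR, limma-voom (limma 3.58.1), 1 surrogate variable (sva 3.50.0) and an FDR of 0.05. Library number as a spline with 3 degrees of freedom, 2 surrogate variables, and fits without PA vehicle library 23 or control IL-1RA library 18 were added after the data were seen. Each comparison was set among 100 splits of its libraries, and DESeq2 for PA among 30, the real grouping included in both numbers. The genes to be named were those of Supplementary Table 3, whose published values had been seen, the genes with the smallest p-values in each direction of each comparison, members of the gene lists, genes of the IL-1 system and sex-linked check genes. Without symbols only the second part could be applied, and it was held to 2 identifiers per direction, those of the PA comparison.

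Total counts were 12850126 to 24942583 per library. The test was tried on simulated data for the PA comparison with 200 of 13334 genes changed, in 5 simulations of each kind. Data with only a few changed genes, where recovery can be lower, were not simulated. In counts drawn from the real means it recovered 56.1% of genes changed 1.25-fold, 86.9% of those changed 1.5-fold and 95.5% of those changed 2-fold, with 12.3% of calls false. In the real libraries with shuffled labels it recovered 53.7%, 87.2% and 95.2%, with 4.38% of calls false. The p-values set a difference between groups against the spread between animals within groups. Animals of one litter may be more alike. The paper states that animals were semi-randomly allotted to groups within litters by alternation. Litter was not given per sample, so it could not be part of the fit, and its effect on the p-values was not tested.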

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

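The tests without single libraries were chosen after the values were seen. The log2 fold change of PA for ENSRNOG00000014143 was -0.48 (standard error 0.094) in vehicle-treated and -0.10 (0.097) in IL-1RA-treated animals, a difference of 0.38 (standard error 0.135, adjusted p = 0.0340 over the 4 identifiers named here, 1.00 over all 13334 genes, from edgeR's quasi-likelihood test of the interaction). The identifier was chosen for its small p-value in vehicle-treated animals, which by itself makes a difference of this kind more common. Without PA vehicle library 23 the difference was 0.32 (standard error 0.132) and the adjusted p over the 4 identifiers 0.0754, and without control IL-1RA library 18 it was 0.41 (0.136) and 0.0187.

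A single library stood apart from its group in 2 of 24 groups of values examined, where chance gives about 1 in 20. In PA vehicle library 23 the 10 most abundant genes took 10.5% of the counts, while the next library of that group had 9.23%. In control IL-1RA library 18 the normalized count of ENSRNOG00000014143 was 226, the next 201, and the median of the group 183.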

How the results depend on the processing

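Tests with library number, 2 surrogate variables or single libraries left out were chosen after the data were seen. By edgeR with all groups and no covariate 0 genes passed in each of the 6 comparisons. At an unadjusted p under 0.05 there were 254 to 996 genes, where 5% of the genes tested is 667. With 2 surrogate variables these numbers rose from 633 to 1304 for PA and from 254 to 519 for IL-1RA after PA. They rose from 311 to 744 for IL-1RA in controls and from 544 to 1058 for PA with IL-1RA. For PA IL-1RA against control vehicle they rose from 996 to 1119 and for the interaction from 334 to 910. DESeq2 with all groups in one fit called 3 genes for PA in vehicle-treated animals, 1 for IL-1RA after PA, 1 for PA with IL-1RA and 2 for PA IL-1RA against control vehicle. DESeq2 on only the groups compared called 4, 0, 1 and 4 in the same order. For PA with IL-1RA, edgeR on only the groups compared called 1 gene, as did the fit with 1 surrogate variable. With 2 surrogate variables 1 gene was called for PA, 1 for PA with IL-1RA and 4 for PA IL-1RA against control vehicle. The gene called for PA with IL-1RA was the same in all these fits and higher after PA. Its adjusted p was 0.033 and 1.6e-05 by DESeq2 with all groups and with only those compared. By edgeR it was 0.041 on only the groups compared, 0.076 with 1 and 0.056 with 2 surrogate variables. With all groups and no covariate edgeR gave it a log2 fold change of 0.49 (adjusted p = 0.261). The cause of the differences between settings was not tested. The other settings (median-of-ratios factors, no filter on low counts, at least 10 counts in total, filterByExpr, limma-voom, FDR 0.05 and library number) called 0 in all 6 comparisons, as did edgeR without PA vehicle library 23 or control IL-1RA library 18 (0 to 0). The smallest adjusted p for PA in vehicle-treated animals ranged from 0.00923 to 0.830 over all settings. The genes with the smallest p-values of all comparisons, 24 pairs of gene and comparison of which the text names only the 4 for PA by identifier, gave 256 values under the alternatives other than the stricter FDR. All 256 kept their direction and 18 gained a call. A kept direction was close to assured, since the genes were picked for small p-values and the fits reuse the same libraries. None of the 24 passed in edgeR with all groups and no covariate, so no call could be lost. The correlation over genes of the PA effect with the IL-1RA effect after PA moved from -0.27 to -0.44 with no filter on low counts, and that of the PA effects in vehicle and with IL-1RA from 0.19 to 0.022, and the cause was not tested. The enrichment tests of gene lists and all their alternatives (fgsea and camera) were not run, since no identifier could be paired with a symbol. No paired analysis was possible because each library number occurs in only 1 group and the litter of each sample is not given. In real libraries with shuffled labels the test recovered 87.2% of 1.5-fold changes among 200 changed genes of 13334. It recovered 53.7% at the smallest fold simulated, so smaller changes can be missed at this number of animals and depth. With only a few changed genes the adjustment over all genes is stricter and recovery can be lower, which was not simulated.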

Differences from the paper's values

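The paper's Supplementary Table 3 lists 4 genes past an FDR of 0.1 for PA against control vehicle, and edgeR called 0 at the same FDR. Of the alternatives set before the data were examined, DESeq2 with all groups in one fit called 3 and DESeq2 on only the groups compared called 4, both within 1.5 times the paper's number. The other alternatives (median-of-ratios size factors, no filter on low counts, at least 10 counts in total in each group, filterByExpr, only the groups compared in edgeR, limma-voom, 1 surrogate variable and an FDR of 0.05) called 0. The 4 identifiers set by their values beside the paper's Dbp, Igsf9, Col24a1 and Camk4 had adjusted p-values of 0.404, 0.858, 0.149 and 0.309 by edgeR. DESeq2 with all groups gave 0.0803, 0.301, 0.00923 and 0.0379, and on only the groups compared 0.0855, 0.155, 0.0431 and 0.0855, so that each called 3 of the 4, all but the one beside Igsf9. The fourth gene called on only the groups compared was another identifier. The paper's own adjusted p-values, from DESeq2's Wald test, were 0.00532 for Dbp, 0.028 for Igsf9, 0.037 for Col24a1 and 0.00532 for Camk4. The paper gives only a range for the number of animals per group, so its set of libraries may differ from the one used here. Effects of the tool and of the set of libraries on these differences were not separated. With 2 surrogate variables, chosen after seeing the values, 1 gene passed, the identifier beside Camk4 (adjusted p = 0.0880). Those beside the paper's other 3 genes did not pass in that fit, with adjusted p-values of 0.183 for Dbp, 0.153 for Igsf9 and 0.100 for Col24a1.

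Supplementary Table 3 is titled as a comparison of control with PA, and the legend of Fig. 5 gives the direction of its gene sets in control vehicle relative to PA vehicle, while the table's legend describes the fold changes as those of the PA vehicle group. Read as control relative to PA, the table's signs give the directions of the text. The paper's text gives Dbp and Igsf9 as higher after PA, while its table lists -0.44 and -0.408 for them, and it gives Col24a1 and Camk4 as lower, while the table lists 0.428 and 0.387. With the sign turned, the table's values lie within 1 standard error of the edgeR values of the identifiers set beside them, 0.40, 0.44, -0.48 and -0.41. These identifiers were chosen for closeness, so this is not independent evidence. Under limits on the p-value set after the values were seen, of which 2 were tried, all 20 entries had an identifier within the limits with the sign turned, against 14 under the first and 7 under the second with the sign kept. Shuffled entries reached at most 18 and 16. The legend also describes baseMean as the mean raw count of the control vehicle group. The identifiers were chosen for a mean over all 35 libraries close to the paper's, so their means cannot show which mean the column holds. With the control vehicle mean in its place, 13 of the 20 entries had an identifier within the first limits and 5 within the second with the sign turned, and 13 and 6 with the sign kept.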

Other observations

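The splits for genes at an unadjusted p and for DESeq2, the tests of axes against library number, size and abundant genes, and the weighing of the opposed fold changes were chosen after the results were seen. Control IL-1RA against control vehicle and PA IL-1RA against control IL-1RA are comparisons the paper does not report for P8. By edgeR with all groups and no covariate 0 genes passed in either. There were 311 and 544 genes at an unadjusted p under 0.05, where 5% of the genes tested is 667. DESeq2 with all groups called 0 and 1, and edgeR on only the groups compared also called 0 and 1. ENSRNOG00000014143, lower after PA, was also lower with IL-1RA in control animals, with a log2 fold change of -0.30 (standard error 0.094, adjusted p = 0.0108 over the 4 identifiers and 1.00 over all genes from edgeR's quasi-likelihood test). This comparison shares the control vehicle libraries with the one the identifier was chosen from. The correlation over genes of the PA and IL-1RA effects against those libraries was 0.60, the permuted mean 0.49, and the mean with the control libraries divided 0.02.

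Chance could not be excluded for the number of genes at an unadjusted p under 0.05 in any comparison, nor for the calls of DESeq2 for PA. The splits used fits without covariates. None were run with 2 surrogate variables, where more genes had an unadjusted p under 0.05 by edgeR in each comparison. For genes past the FDR the real number was 0, which any split reaches (100 of 100), so these splits decide nothing. The highest of the other splits was 2 for PA in vehicle-treated animals, 3575 for IL-1RA after PA, 359 for IL-1RA in controls, 5263 for PA with IL-1RA, 3400 for PA IL-1RA against control vehicle and 1553 for the interaction. For genes at an unadjusted p under 0.05, in the same order, the real numbers were 633, 254, 311, 544, 996 and 334. As many were reached by 28, 78, 56, 35, 17 and 65 of 100 splits, and the highest other splits gave 2857, 4575, 2808, 5612, 4498 and 3831. The 3 genes called by DESeq2 for PA were reached by 4 of 30 splits, the highest other being 21. Splits that call as many as 5263 genes point to a structure of the libraries apart from the groups.

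That structure was examined after removing the group means. Axis 1 held 21.1% and axis 2 14.5% of the remaining variance. Library size alone is argued against as the main cause, since its correlation with axis 1 was 0.23 (95% interval -0.11 to 0.53) and with axis 2 0.11 (-0.23 to 0.43), below 0.7 in size. The order of library numbers may contribute: libraries at most 2 numbers apart had a mean residual correlation of 0.082, against -0.029 for permuted numbers (permutation p = 4e-04), and axis 2 followed the number (r = 0.61, permutation p = 3e-04, adjusted 9e-04; rho = 0.59, permutation p = 3e-04, adjusted 9e-04; r = 0.58 without the 2 libraries farthest from the median; 6 relations computed). Axis 1 followed the number less closely (r = -0.39, 95% interval -0.64 to -0.06, permutation p = 0.022, adjusted 0.044; rho = -0.40, permutation p = 0.018, adjusted 0.036; r = -0.29 without the 2 farthest). Axis 2 also followed the share of the 10 most abundant genes (r = 0.83, rho = 0.77, permutation p = 1e-04 for both, the smallest the permutations can give, adjusted 6e-04; r = 0.77 without the 2 farthest). That share and axis 2 are computed from the same counts, so they can be related by construction, and their correlation does not identify a cause. Whether the library numbers stand for litters, dissection order or library preparation is not given in the sources used here, so biological and technical origins remain open.

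The fold changes of PA and of IL-1RA after PA run against each other (r = -0.27 over genes). The shared PA vehicle libraries could account for this, since the mean correlation was 0.15 when they were divided. A return of genes toward control with IL-1RA was also examined. It would make the covariance lower than in permuted labels, and 96 of 100 permuted label sets gave one as low as or lower than observed. Permuted labels also carry the structure of the libraries described above. The real groups differed less along principal component 1 (3.63% of its variance between groups) than permuted groups did (mean 8.79%). The permuted covariance can be more negative for this reason, so it cannot decide on a return over all genes. The 4 identifiers named for PA kept log2 fold changes of 0.29, 0.42, -0.41 and -0.38 in PA IL-1RA relative to control vehicle. They had been chosen against the same control vehicle libraries, which makes such differences more common. A partial return of these identifiers, or a return of a few other genes, cannot be told apart from noise at this number of animals.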
